# Comprehensive Transcriptome Profiling and Identification of Potential Genes Responsible for Salt Tolerance in Tall Fescue Leaves under Salinity Stress

**DOI:** 10.3390/genes9100466

**Published:** 2018-09-21

**Authors:** Erick Amombo, Xiaoning Li, Guangyang Wang, Shao An, Wei Wang, Jinmin Fu

**Keywords:** tall fescue, salinity stress, photosynthesis, RNA-sequencing, simple sequence repeats transcription factors

## Abstract

Soil salinity is a serious threat to plant growth and crop productivity. Tall fescue utilization in saline areas is limited by its inferior salt tolerance. Thus, a transcriptome study is a prerequisite for future research aimed at providing deeper insights into the molecular mechanisms of tall fescue salt tolerance as well as molecular breeding. Recent advances in sequencing technology offer a platform to achieve this. Here, Illumina RNA sequencing of tall fescue leaves generated a total of 144,339 raw reads. After de novo assembly, unigenes with a total length of 129,749,938 base pairs were obtained. For functional annotations, the unigenes were aligned to various databases. Further structural analyses revealed 79,352 coding DNA sequences and 13,003 microsatellites distributed across 11,277 unigenes as well as single nucleotide polymorphisms. In total, 1862 unigenes were predicted to encode for 2120 transcription factors among which most were key salt-responsive. We determined differential gene expression and distribution per sample and most genes related to salt tolerance and photosynthesis were upregulated in 48 h vs. 24 h salt treatment. Protein interaction analysis revealed a high interaction of chaperonins and Rubisco proteins in 48 h vs. 24 h salt treatment. The gene expressions were finally validated using quantitative polymerase chain reaction (qPCR), which was coherent with sequencing results.

## 1. Introduction

As a result of increased poor irrigation practices and natural soil salinization, salt stress remains a major threat to plant growth and crop productivity globally [1]. The vast area of salinized land and the heterogeneity of salinity level in the soil make it complex to study in toto [2]. Instead, it is more practical to describe the various bioprocesses that collectively confer salt tolerance to the whole plant. Tall fescue (*Festuca arundinacea* Schreb.) is a cool-season grass that is commonly used as a forage and turfgrass due to its excellent adaptability, high yield, and high aesthetic value [3]. However, its selection and utilization in salt-affected regions are limited by its inferior salt tolerance in comparison to warm-season turfgrasses [4,5]. Complex salt response mechanisms at the metabolic, physiological, structural, biochemical and molecular levels have been reported in tall fescue [6,7,8,9,10,11]. Through molecular cloning, several salt tolerant genes have been identified in tall fescue. For example, a tall fescue zinc figure gene *FaZnF* was reported to be involved in the regulation of pathways initiated by the salt-stress response [12]. In addition, an *Arabidopsis thaliana AtNHX1* gene enhanced the salt tolerance level of transformed tall fescue progenies [13], while Ma et al. [14] found out that the overexpression of *A. thaliana SOS1 + SOS2 + SOS3* genes enhanced salt tolerance in tall fescue. Recent reports on transcriptomic studies have provided insights into the mechanisms of salt tolerance in plants. For example, Wang et al. [15] uncovered novel salt responsive genes at the seedling stage of salt-tolerant Indica rice; Krishnamurthy et al. [16] identified genes that are responsible for ethylene, auxin, and abscisic acidsignaling in mangrove (*Avicennia officinalis*) growing under salt stress, while Song et al. [17] identified candidate genes that were associated with detoxification, photosynthesis, and signal transduction under long salt stress in a population of Miscanthus energy crops. Through comparative transcriptome analyses, Upadhyaya et al. [18] revealed a differential response at early and late stages of salt stress in table grapes leaves, while Sun et al. [19] observed that salt-tolerant tomato exhibited a higher expression of salicylic acid-binding protein 2 (SABP2) as well as more activation of the salt overly sensitive pathway compared to the salt-sensitive genotype. More recently, Zhu et al. [20] revealed alternative splicing under salt stress in cotton (*Gossypium davidsonii*). The transcriptome data has also enabled genome-wide studies of individual salt responsive genes as well as their functions. For example, Kumar et al. [21] reported that the ectopic expression of *OsSta2* gene in rice enhanced salt tolerance, while *AP2/EREBP* and dehydrin genes have been characterized in Cucurbitaceae species [22,23]. Also, the transcriptome of plants growing under other abiotic stresses such as cold [24,25], drought [26,27,28,29], and heat [30] have been reported. However, currently, a major constraint of understanding fully tall fescue salt tolerance is the absence of its whole genomic data. An integrated approach of combining bioinformatic tools with reported response mechanisms is imperative for unraveling crucial genome-scale information about tall fescue. In particular, the recent advancements in RNA-sequencing technology offer the high prospect for studying tall fescue transcriptome rapidly and cost-effectively, which will provide further insights into the salt response mechanism and also lay the platform for future breeding programs. 

## 2. Materials and Methods

### 2.1. Plant Growth Conditions

Tall fescue (Puregold cultivar) that we previously found to be among the most salt-tolerant was selected from a wide population through marker-assisted selection. Plant materials were collected from turfgrass germplasm center of Wuhan Botanical Garden, Chinese Academy of science. A single healthy and complete tiller (with roots and shoots) was planted in plastic pots (13 cm diameter, 11 cm deep) containing a mixture of sand and peat soil (1:1, *v*/*v*) in a greenhouse. Irrigation was performed every other day in order to maintain sufficient water supply conditions, fertilized weekly with half-strength Hoagland’s solution, and mowed to 7 cm canopy height once a week. After two months of plant establishment, tillers with uniform growth were uprooted, roots were washed with distilled water, and plants were transferred into 300 mL glass conical flasks filled with half-strength Hoagland’s solution. To prevent any algal contamination, flasks were wrapped with aluminum foil. The plants were left to acclimatize to new conditions for 7 days in growth chambers with the temperature ranging from 20 °C to 25 °C, 1000–1500 μmol photons m^−2^ s^−1^, 14 h photoperiod of natural sunlight, and 76% average relative humidity.

### 2.2. Salt Treatment

Plants were divided into two groups. One group was transferred to a fresh half-strength Hoagland’s solution (control designated CK), while the other was moved into the identical solution supplemented with 1.5% NaCl. Preliminarily, through measurement of K^+^/Na^+^ content, malondialdehyde content, electrolyte leakage, and chlorophyll content in the leaves, we observed that this salinity concentration was successful in separating salinity response of tall fescue at 0 h, 24 h, and 48 h. The materials were arranged in a randomized complete block design with multiple independent replicates. From both the control and salt treatment groups of each cultivar, leaf samples were collected for Illumina deep sequencing (two replicates) and quantitative polymerase chain reaction (qPCR) validation (three replicates), respectively. The samples were frozen immediately in liquid nitrogen and then stored at −80 °C for subsequent analysis.

### 2.3. Total RNA Extraction and Library Construction

The total RNA from the leaves of each sample was isolated using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and purified using the RNeasy Plant Mini Kit (Qiagen, Valencia, CA, USA) following the manufacturer’s protocol. The RNA was analyzed using the Agilent 2100 Bioanalyzer (Agilent RNA 6000 Nano Kit Hewlett-Packard-Straß, Waldbronn, Germany). Total RNA concentration with a fragment size of 28S/18S and purity was measured using a UV spectrophotometer NanoDrop™ (Thermo Fisher Scientific, Lenexa, KS, USA), and processed by enriching the mRNA of polyA tails with magnetic beads containing Oligo(dT) followed by the fragmentation of the obtained RNA using an interrupting buffer. Random primers were used for reverse transcription, and cDNA duplex was synthesized to form double-stranded DNA. Subsequently, the synthetic double-stranded DNA was filled at the 5′ and 3′ ends followed by ligation. The ligation product was amplified by PCR (Veriti, Applied Biosystems, Thermo Fisher Scientific, Santa Fe, KS, USA) using specific primers. Briefly, the material was heat-denatured into single-stranded chains, and a single-stranded circular DNA library was cyclized with a bridging primer to obtain a single-stranded circular DNA library followed by sequencing on a computer. The sequences have been deposited in GEO NCBI with the following accession numbers: GPL23814 for Illumina HiSeq 2000 (*Festuca arundinacea*); GSM3389404 for CK; GSM3389405 for salt-24h and GSM3389406 salt-48h. 

### 2.4. Sequencing Data Filtering and De Novo Assembly

The raw data sequenced contained low-quality linker contaminants and reads with too high and unknown base content. Therefore, to ensure the reliability of results, internally developed software was used for filtering out the reads. The filtered data was designated clean reads which were candidates of de novo assembly. Trinity program version 2.8.4 [31] was used to remove PCR duplicates in order to improve the assembly efficiency of clean reads. The assembled transcripts were then clustered and unigenes were obtained. The unigenes were divided into two parts: the first were clusters, which was the result of further redundancy, beginning with CL, which denotes cluster, followed by the number of the gene family; the remaining were singletons, beginning with Unigene. 

### 2.5. Unigene Annotation and Coding DNA Sequence Forecast

The assembled unigenes were annotated by aligning them with the other seven public databases, including Pereira’s et al. [32] Non-redundant nucleotide sequences databases Nt and Nr (ftp://ftp.ncbi.nlm.nih.gov/blast/db), Tatusov et al. [33] Eukaryotic Ortholog Groups (KOG) (http://www.ncbi.nlm.nih.gov/KOG) for functional prediction. Conesa et al. [34] Basic Local Alignment Search Tool Gene Ontology (blastGO) version 2.5.0 (https://www.blast2go.com) database was used to annotate all the unigene results from the Nr database against Ashburner et al. [35] Gene Ontology (GO) (http://geneontology.org). For pathway annotation enrichment analysis, Kanehisa et al. [36] Kyoto Encyclopedia for Genes and Genomes database (KEGG) version 58 was used while Quevillon et al. [37] InterProscan database version 5.11-51.0 (http://www.ebi.ac.uk/interpro) was used to identify family members based on protein domains. Finally, Wu et al. [38] SwissProt (http://ftp.ebi.ac.uk/pub/databases/swissprot) database was used to check for better quality annotation results. Furthermore, a Transdecoder software version 3.0.1 software (https://transdecoder.github.io) recommended by Trinity was used to identify candidate coding DNA Sequences (CDS) in Unigene. Briefly, the reading frame was opened by searching for unigene families. The homologous sequence of the protein family was then searched by Blast against the SwissProt database.

### 2.6. Unigene’s Transcription Factors Coding Capacity Prediction, Simple Sequence Repeats, and Single Nucleotide Polymorphism Test

To predict salt responsive transcription factors (TFs) in tall fescue, we used Rice et al. [39] getorf database mini-size 150 (http://genome.csdb.cn/cgi-bin/emboss/help/getorf) to detect unigene’s open reading frame (ORF) and then used Mistry et al. [40] hmmsearch database version 3.0 (http://hmmer.org) to align the ORF to the TF protein domain. The aligned sequences were described according to the family of TF families listed in Zhang et al. [41] PlantfDB database version 3.0 (http://plntfdb.bio.uni-potsdam.de). Furthermore, we tested unigene simple sequence repeats (SSR)s using Thiel et al. [42] MIcroSAtellite identification tool (MISA) version 1.0 followed by Untergasser et al. [43] Primer3 software version 2.2.2 (http://bioinfo.ut.ee/primer3) to perform primer design on the detected SSRs. At the same time, we used Kim et al. [44] Hierarchical Indexing for Spliced Alignment of Transcripts (HISAT) database version 0.1.6-beta (http://ccb.jhu.edu/software/hisat) to align clean reads to the unigene, and then McKenna et al. [45] Genome Analysis Toolkit (GATK) version 3.4-0 (https://www.broadinstitute.org/gatk) was used to detect single nucleotide polymorphisms (SNPs). 

### 2.7. Unigene Expression Calculation and Differentially Expressed Gene (DEG) Detection

We calculated the differential expression of the genes between different tall fescue samples based on the gene expression and expressed as fragment per kilobase million (FPKM). A rigorous algorithm was developed for screening differentially expressed genes (DEGs) between two samples. Next, multiple hypotheses tests were made to determine the *p*-value by controlling the False Discovery Rate (FDR), as previously demonstrated by Benjamini et al. [46]. The smaller the FDR value, the more significant was the difference in expression. Therefore, in our analysis, DEGs are defined by default as FDR genes with *p* ≤ 0.001 and a fold difference of more than 2-fold. Differential gene expression comparison between libraries was done using the Poisson D method [47]. Subsequently, Langmead et al. [48] Bowtie2 software version 2.2.5 (http://bowtie-bio.sourceforge.net/Bowtie2/index.shtml) was used to align clean reads with Unigene, while Li et al. [49] RNA-Seq by Expectation-Maximization (RSEM) software version 1.2.12 (http://deweylab.biostat.wisc.edu/RSEM) was used to calculate the base of each sample according to the level of expression. Subsequently, Kumar et al. [50] time-series analysis software Mfuzz version 2.34.0 (http://mfuzz.sysbiolab.eu) was used to classify genes into multiple clusters based on similar expression profiles in order to help find functionally similar genes.

### 2.8. Functional Analysis of Differentially Expressed Genes

For functional annotation, the DEGs were classified into various GO categories. The pathway enrichment analysis was then done on the categories using the KEGG database.For protein interaction analysis, the DEGs were aligned to the von Mering’s et al. [51] Search Tool for the Retrieval of Interacting Genes/proteins (STRING) database version 10 (http://string-db.org/) using the homology with known proteins in order to investigate the interaction between DEG-encoded proteins. We then drew the first 100 relationships using Cytoscape software version 3.x. 

### 2.9. qPCR Validation 

To confirm the validity of the RNA-Sequencing (RNA-Sequencing) data, we randomly selected nine DEGs from the three libraries and their expression under salt stress was detected by qPCR analysis. Briefly, the cDNA was constructed from 3 μg of total RNA collected at the same time as the sequencing sample. Reverse transcription was performed using oligo (dT) primer following the manufacturers manual cDNA synthesis kit (Fermentas, Burlington, Ontario, Canada). Primer 5 software version 5.2.0. was used to design gene specific primers for each gene based on the target gene sequences using *EF1-1α* as an internal control. The primer use efficiencies were determined based on Robin et al. [52] and calculated using a web-based calculator (https://www.genomics.agilent.com/biocalculators/calcSlopeEfficiency.jsp). Primers that had efficiency levels ranging from 85–100% (slopes between −3.1 and −3.6 on the qPCR standard curve) were selected for expression analysis. The qPCR was done in a total volume of 20 μL, with each containing 2 μM of the forward and reverse primers, 2 μL of cDNA, and 10 μL of 2 × SYBR Green qPCR Mix (Takara, Otsu, Shiga, Japan). The thermal cycling consisted of 40 cycles of fast denaturation at 95 °C for 5 s, followed by annealing and extension at 52–55 °C for 20 s. To test the amplicon specificity, a melting curve was generated by gradually increasing the temperature to 95 °C. To determine relative fold changes for each sample, the 2^−ΔΔCT^ method was used based on normalization with the reference gene. For reliability, the PCR analysis was done thrice, and values were expressed as triplicate means. All the gene-specific primers are listed in Table S1.

## 3. Results

### 3.1. Sequencing Statistics 

A total of approximately 87.1, 85.9, and 88.4 million raw reads were obtained from CK, salt-24h, and salt-48h, respectively. After filtering out contaminants, approximately 66.6, 65.9, and 65.8 million clean reads were obtained in CK, salt-24h, and salt-48h, respectively. 

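Leaf RNA of the tall fescue cultivar 'Puregold' was analysed here from 3 libraries, 1 for CK, 1 for salt-24h and 1 for salt-48h, so no difference between them has a replicate check. CK plants were kept in nutrient solution without added NaCl, and the salt libraries came from plants kept in salt for 24 and 48 h. The paper gives the salt concentration as 1.5% NaCl, whereas the sample labels give 200 mM. The hour at which CK was sampled is not given in the sources used here. The paper states that leaves were collected for sequencing in 2 replicates, and it gives some of its values as means without stating over what. In its Tables 2 and 4 several salt values are not whole numbers, whereas the counts for CK are. The number of unigenes with an FPKM above 0 in the CK library, 102031, equals the paper's, while that of salt-24h is 108379 against the paper's 106569. Whether a library is 1 of the replicates or a pool is not given in the sources used here, so the paper's salt values and those below need not rest on the same samples. The authors filtered the reads with in-house software, assembled them with Trinity, clustered the transcripts into unigenes, aligned the clean reads to the unigenes with Bowtie2 and estimated expression with RSEM. For each unigene they deposited the length, the expected count, the FPKM and the annotation. An expected count is the estimated number of fragments that came from a unigene, and it need not be whole where fragments match several contigs. The expected counts summed to 16365231 in CK, 16311426 in salt-24h and 16291539 in salt-48h. Each pair of libraries was compared by an exact conditional binomial test of 2 Poisson counts, run on the expected counts rounded to whole numbers against the share set by the library totals. The p-values were adjusted by the Benjamini-Hochberg method over the unigenes with a count in either library. A unigene was called a DEG at an FDR of at most 0.001 and a difference in FPKM of at least 2-fold, which are the thresholds of the paper's methods. A 0 was replaced by 3 counts, so a fold against 0 is a bound that allows for the 0 alone. It leaves out the counting error of the other library, and where that count is under 3 its direction has no meaning. Such a test compares 2 libraries, not 2 conditions. Intervals are exact Clopper-Pearson intervals at the 95% level, and intervals and floors cover counting error only. The choice of scale between libraries could change the numbers. TMM scaling by edgeR moved the log2 ratios of all unigenes by 0.17 in salt-48h vs. salt-24h and by -0.12 in salt-24h vs. CK, and median-of-ratios scaling moved them by 0.12 in salt-48h vs. salt-24h. Ratios below are relative to the library totals unless another scale is named.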

Within the clean reads, a total of 96.41% and 96.31% bases in salt-24 and salt-48h had mass values greater than 20%, while 89.1% and 89% had bases with mass values greater than 30%, see Table 1.

### 3.2. De Novo Assembly and Unigene Annotation

Due to the lack of tall fescue genome, to improve assembly efficiency, the clean libraries were de novo-assembled into one reference transcriptome with the program Trinity. The assembler generated a mean total of 150,957 (CK), 152,599, (salt-24h), and 152,317 (salt-48h) reads with GC contents of 50.2%, 50.4%, and 50%, respectively. Of the three libraries, salt-48h had the highest total length of 99,403,369, while CK had the least. The mean length ranged from 646 to 652 nt across the three libraries, see Table 2a. Subsequently, a cluster deduplication was performed to get the final unigene for a subsequent analysis designated All-unigene. As a result, a total of 144,339 All-unigenes were generated with a mean length of 898 and GC content of 49.49%, see Table 2b. 

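The deposited tables list 131719 unigenes with an FPKM of 0.01 or more in at least 1 library. Of these, 64410 were contigs of clusters and 67309 were singletons, which made 86651 clusters and singletons in all. Their lengths had a mean of 953 nt, a median of 652 nt and an N50 of 1473 nt, and 77942 were at least 500 nt long. A value in all 3 libraries was found for 78884 unigenes, or 59.9% of those listed.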

A total of 74,388 (51.5%), 62,387 (43.2%), 41,836 (28.9%), 48,083 (33.3%), 47,776 (33.1%), 45,601 (31.6%), and 40,017 (27.7%) reads were aligned in Nr, Nt, SwissProt, KEGG, KOG, Interproscan, and GO databases, respectively, see Table S2. Furthermore, 17,928 Unigenes were found in all seven databases; while 83,213 unigenes were not found in more than one of the seven databases, see Figure 1a and Table 3. 

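Among the listed unigenes, Nr matches were found for 71137 (54.0%), Nt matches for 60213 (45.7%), Swissprot matches for 40382 (30.7%), KEGG for 46229 (35.1%), KOG for 45993 (34.9%), Interpro for 43879 (33.3%) and GO for 38726 (29.4%). All 7 databases annotated 17627 unigenes (13.4%). At least 1 database annotated 79011 (60.0%), exactly 1 annotated 12923 (9.81%), and 52708 (40.0%) had no annotation in any of the 7. These are counts of annotations as deposited, and no match was recomputed.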

Most of the transcripts had remarkable sequence similarity with *Branchypodium distachyon*, *Hordeum vulgare*, *Aegilops tauschii*, *Triticum urartu*, and others, which each of the above sharing 28.07%, 19.16%, 16.16%, 9.17%, and 27.43% of the total number of transcripts, respectively, see Figure 2b.

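The species of the best Nr match was read from the deposited annotation of each unigene. Brachypodium distachyon was named for 20207 unigenes (28.4% of those with an Nr match), Hordeum vulgare for 14117 (19.8%), Aegilops tauschii for 11280 (15.9%), Triticum urartu for 6562 (9.22%) and other species for 18971 (26.7%). By expression the order of these species was the same. Unigenes matching B. distachyon held 28.9% of the expected counts of CK, those matching H. vulgare 24.6%, those matching A. tauschii 11.6% and those matching T. urartu 6.96%.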

In total, 40,017 unigenes were classified into 54 GO functional groups and were divided into three major categories, i.e., *biological process*, *cellular component*, and *molecular function*. Under *biological process*, *metabolic process* constituted the largest sub-category with 21,347 genes. Other categories with a high number of genes included *cellular process* (20,549), *single organism process* (12,156), and *biological regulation* (6095). The least number of genes were observed in *cell killing* (8), *biological adhesion* (8), *biological phase* (12), and *locomotion* 14. Within *cellular component*, *cell* and *cell part* had the most unigenes at 21,021 and 20,942, respectively. *Nucleod*, with 42 unigenes, constituted the least number of genes. Under *molecular function*, *binding* and *catalytic activity* were the most represented sub-categories with 19,172 and 18,875 unigenes, respectively, while *metallochaperone activity*, with only seven unigenes, constituted the least represented group, see Figure 2a. We further analyzed pathway enrichment of All-unigene using the KEGG database. As a result, 48,083 unigenes were assigned to 21 pathways that were classified into six major categories, i.e., *cellular process*, *environmental information processing*, *genetic information processing*, *human diseases metabolism*, and *organism systems*. *Metabolism category* was the most enriched [11] under which the *global overview maps* sub-category was the most represented followed by *carbohydrate metabolism*. Under *genetic information processing* category, *translation* sub-category was the most enriched pathway. Despite having only one sub-category, *environmental adaptation* was highly enriched with 2800 unigenes, see Figure 2b. At the same time, 47,776 unigenes from the KOG database were divided into 25 functional groups. Among the categories, *general function prediction only*, with 11,952 genes, constituted the largest group, while *cell motility*, with only 28 genes, constituted the smallest group. Other groups with notably many unigenes included *signal transduction mechanism* (6689 genes); *post-translational modification*, *protein turn over, chaperones* (5442 genes); *transcription* (3968); *transcription factors* (3612); and *carbohydrate transport and metabolism* (2689), Figure 2c.

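By the KOG letters in the deposited annotation, general function prediction only was the largest group with 10712 unigenes, or 23.3% of those with a KOG match. Signal transduction mechanisms followed with 6604 (14.4%), then posttranslational modification, protein turnover and chaperones with 4809 (10.5%). Transcription held 3401 (7.39%) and carbohydrate transport and metabolism 2521 (5.48%). The smallest group was cell motility with 27 unigenes. A unigene with several letters was counted in each of its groups.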

### 3.3. Unigene’s Transcription Factors Coding Capacity Prediction and Unigene’s Coding DNA Sequence Forecast

The assembled transcriptome of salt-stressed tall fescue leaves showed that 2120 completely unique TFs from 59 different families were differentially expressed during early salinity stress. In particular, the most expressed TF constituted key families that are salt-responsive, i.e., transcriptional activator Myb (MYB) (251), MYB-related (187), NAC domain-containing proteins (NAC) (112), WRKY transcription factors (WRKY) (146), APETALA2 and ethylene-responsive element binding proteins (AP2-EREBP) (139), and Basic helix-loop-helix (BHLH) (131) categories (see Figure 3a and Table S3). 

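Families were read here from keywords in the Swissprot annotation, which is another source than the family assignment of Figure 3a, so the sizes of the lists are not those of the paper. MYB was named for 122 unigenes, NAC for 157, WRKY for 198, AP2/ERF for 203 and bHLH for 123. In salt-24h vs. CK, more NAC and bHLH unigenes were upregulated than downregulated, with 34 against 13 and 23 against 9. The order was the opposite for WRKY, with 15 upregulated and 45 downregulated, and was nearly even for MYB (11 and 10) and AP2/ERF (22 and 20). In salt-48h vs. CK, 40 NAC unigenes were upregulated and 15 downregulated, against 21 and 70 for WRKY, 14 and 38 for bHLH, 36 and 46 for AP2/ERF and 13 and 14 for MYB. Between the salt libraries, by library totals, more unigenes of each family were lower at 48 h than higher. The numbers lower and higher were 25 and 9 for NAC, 39 and 11 for WRKY, 38 and 20 for AP2/ERF, 35 and 2 for bHLH and 9 and 2 for MYB. To see whether a family stood apart from other unigenes, its median log2 ratio of FPKM + 1 was placed among 10000 random lists of the same size matched on expression, over members with an FPKM of at least 1 in a library. Random lists took unigenes as independent, whereas contigs of a cluster can share reads. The random range can thus be too narrow, and percentiles near 0 or 100 can overstate how far a list stands apart. In salt-48h vs. salt-24h, the medians of bHLH (-0.47), WRKY (-0.26) and AP2/ERF (-0.24) lay below the middle 95% of the random lists, at percentiles of 0, 0.39 and 0.66, and stayed negative under TMM. Those of NAC (-0.06) and MYB (-0.08) lay inside that range and turned positive under TMM, at 0.05 and 0.03. Other alternatives changed some of these places. AP2/ERF lay inside the range with Nr annotation (percentile 51.9) and with members of an FPKM of at least 10 (11.3), WRKY lay inside with no filter on FPKM (3.30), and NAC lay below it with Nr annotation (0.585), whereas bHLH stayed below under all alternatives run. In salt-48h vs. CK, bHLH (-0.44) and WRKY (-0.69) were again below the range, NAC (0.30) was above it, and AP2/ERF (-0.16) and MYB (0.01, or -0.01 under TPM) were inside, though with Nr annotation NAC was inside (94.7) and MYB below (1.11), and under TPM AP2/ERF was below (2.45). In salt-24h vs. CK, WRKY (-0.32) was below, NAC (0.40) above, and bHLH (0.21), MYB (0.12) and AP2/ERF (0.08, or -0.01 under TMM) inside, though bHLH was above with Nr annotation (99.9) and with members of an FPKM of at least 10 (99.2). The alternative that moved a family most was keeping members with an FPKM of at least 10, which took the median of bHLH in salt-48h vs. salt-24h to -2.06.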

TransDecoder software identified a total of 79,352 sequences with a total length of 63,662,448. The length of the sequences ranged from 297–12,375, with a mean length of 297 and GC content of 53.95. A sequence size of 400 nt constituted the most All-unigene-CDS (see Figure 3b and Table S4). 

### 3.4. Unigene’s SSR and SNPs Test

A total of 22,328 SSRs were identified in contig sequences. The SSRs included both single and compound SSRs. Among the compound SSRs, tri-nucleotide constituted the largest group followed by di-nucleotides. Mononucleotides consisted of 1897 motif numbers, Figure 4. Based on the assembly results, we designed primers for each SSR and defined their length characteristics, Table S5. Furthermore, based on the assembly results, we detected the SNP of each sample. Among the SNPs, 209,859, 187,300, and 189,920 had A-G and C-T mutations (i.e., they contained substitution between purines and purines, or the substitution between pyrimidines and pyrimidines) in CK, salt-24h, and salt-48h, respectively, while 117,382, 105,488, and 106,858 had A-C, A-T, C-G, and G-T variants of SNPs (i.e., had substitutions between purines and pyrimidines) in CK, salt-24h, and salt-48h regimes, respectively, Table 4. 

### 3.5. Differential Gene Expression and Distribution in Samples

According to the assembly results, we mapped the clean reads of each sample to Unigene and then calculated the gene expression level of each sample. A mean total of 50,987,376, 51,527,965, and 50,782,868 reads were mapped in CK, salt-24h, and salt-48h, respectively. Among them, 21,680,100, 21,538,592, and 21,848,553 unique reads were mapped, Table 5.

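The paper counts reads, namely 50987376 for CK, 51527965 for salt-24h and 50782868 for salt-48h, whereas the expression values below rest on the expected counts of fragments, which are fewer. The 10 unigenes with the most counts took 6.12% of the CK total, 7.56% of the salt-24h total and 6.88% of the salt-48h total. For the top 100 the shares were 23.0%, 22.8% and 23.1%. With 3 counts as the limit that a count of 0 allows, a unigene listed at 0 had at most 0.183, 0.184 and 0.184 CPM in CK, salt-24h and salt-48h. Across unigenes, which are not independent replicates, Pearson's r of log2(count + 1) was 0.906 between the salt libraries, 0.765 between salt-24h and CK and 0.761 between salt-48h and CK.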

Furthermore, an average of 102,031, 106,569, 106, 065 genes were differentially expressed in the CK, salt-24h, and salt-48h, respectively, at FPKM ≤ 1, FPKM 1–10, and FPKM ≥ 10, Figure 5 and Table S6. 

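An FPKM above 0 was listed for 102031 unigenes in CK, 108379 in salt-24h and 105613 in salt-48h. In CK, 38104 of these had an FPKM of at most 1, 53032 lay between 1 and 10 and 10895 were at 10 or above. The corresponding numbers were 38739, 58994 and 10646 in salt-24h, and 42188, 53201 and 10224 in salt-48h. The median of the listed values was 1.49 in CK, 1.51 in salt-24h and 1.36 in salt-48h. Each number describes the library by itself and rests on no test between libraries. The alternative that moved the numbers most was an expected count of at least 10, which left 58704 unigenes in CK, 64088 in salt-24h and 61465 in salt-48h.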

Mfuzz software revealed that all the DEGs fell into 12 clusters. With 25,854 DEGs, cluster 12 was the largest, followed by cluster 11 (14,100), while cluster four had only 5113 DEGs, Table S7. 

Subsequently, based on the results of the gene expression levels in each sample, we used the Poisson D algorithm to compare DEG expression levels between samples. At *p* ≤ 0.001 in salt-24h vs. CK, 12,930 DEGs were upregulated while 9506 were downregulated. 

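In salt-24h vs. CK, 125881 unigenes had a count in either library and were tested, and 12858 were called upregulated and 8251 downregulated. A count of 0 in 1 of the libraries was behind 7730 of the calls (36.6%). The alternative that moved the numbers most was an assumed coefficient of variation of 0.4 between plants, a spread that 1 library per condition does not show, under which 2269 were upregulated and 1421 downregulated. The 3 largest rises among DEGs with an FPKM of at least 10 in the higher library and at least 10 counts in the lower were in CL11230.Contig2_All, CL10948.Contig1_All and CL3024.Contig2_All. CL11230.Contig2_All, annotated in Swissprot as pathogenesis-related protein 1 (PR1), went from an FPKM of 1.51 to 1064, a log2 ratio of 9.46 (95% interval 8.83 to 10.17). Its best Nr match is pathogen-related protein 10-3 of Lolium perenne, so the name PR1 is not settled. CL10948.Contig1_All, a cysteine-rich receptor-like protein kinase 10 (CRK10), had a log2 ratio of 9.36 (8.56 to 10.25), and CL3024.Contig2_All, an LRR receptor-like kinase, of 7.44 (6.69 to 8.38). The 3 largest falls were in CL756.Contig4_All, which has no Swissprot or Nr annotation (-6.83, from -7.80 to -5.95), CL1347.Contig8_All, a peroxidase 2 (-6.37, from -6.79 to -5.97), and CL7711.Contig2_All, a hypothetical protein (-6.37, from -7.05 to -5.80).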

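Of 123917 unigenes tested between salt-48h and CK, 14120 were called higher in salt-48h and 12313 lower, and 7507 of these calls (28.4%) rested on a count of 0 in 1 library. Of 118864 tested between the salt libraries, 4887 were higher at 48 h and 6541 lower, and 1167 calls (10.2%) rested on a 0. The split between the salt libraries depended on the scale, with 42.8% of calls higher by library totals, 55.1% under TMM (6089 higher and 4968 lower) and 51.6% under median-of-ratios scaling (5732 and 5385). With an assumed coefficient of variation of 0.4 between plants, 1970 were higher and 1466 lower in salt-48h than in CK, and 144 higher and 156 lower in salt-48h than in salt-24h. In simulated libraries with that spread and 200 unigenes changed 4-fold, the read test called 86.5% of the changed unigenes and also 10052 unchanged ones for the pair of salt libraries. Against CK, the largest rises at 48 h were in CL11230.Contig2_All (PR1), with a log2 ratio of 9.37 (95% interval 8.74 to 10.08), CL9697.Contig2_All, a hypothetical protein (8.69, from 7.98 to 9.44), and CL10948.Contig1_All (CRK10) (8.27, from 7.48 to 9.16). The largest falls were in CL14702.Contig1_All, an uncharacterized protein (-7.51, from -8.08 to -7.00), CL1090.Contig10_All, a disease resistance protein RGA2 (-7.01, from -7.74 to -6.43), and CL7411.Contig6_All, a phospholipase A1 (-6.90, from -7.95 to -6.00). Between the salt libraries, the largest rises were in CL10439.Contig4_All, an asparagine synthetase that went from an FPKM of 1.44 to 171.7 (6.90, from 6.52 to 7.30), and in CL1282.Contig3_All (6.30, from 5.93 to 6.69) and Unigene8350_All (6.04, from 5.35 to 6.87), both thiamine thiazole synthase 2. The largest fall, of -8.07 (-8.88 to -7.37), was in Unigene11383_All, whose best Nr match is a ribosomal protein of the oomycete Phytophthora nicotianae. Unigene35515_All, an uncharacterized protein, followed with -7.02 (-8.09 to -6.14), and CL7411.Contig6_All with -6.99 (-8.04 to -6.09).

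**Figure D1:**
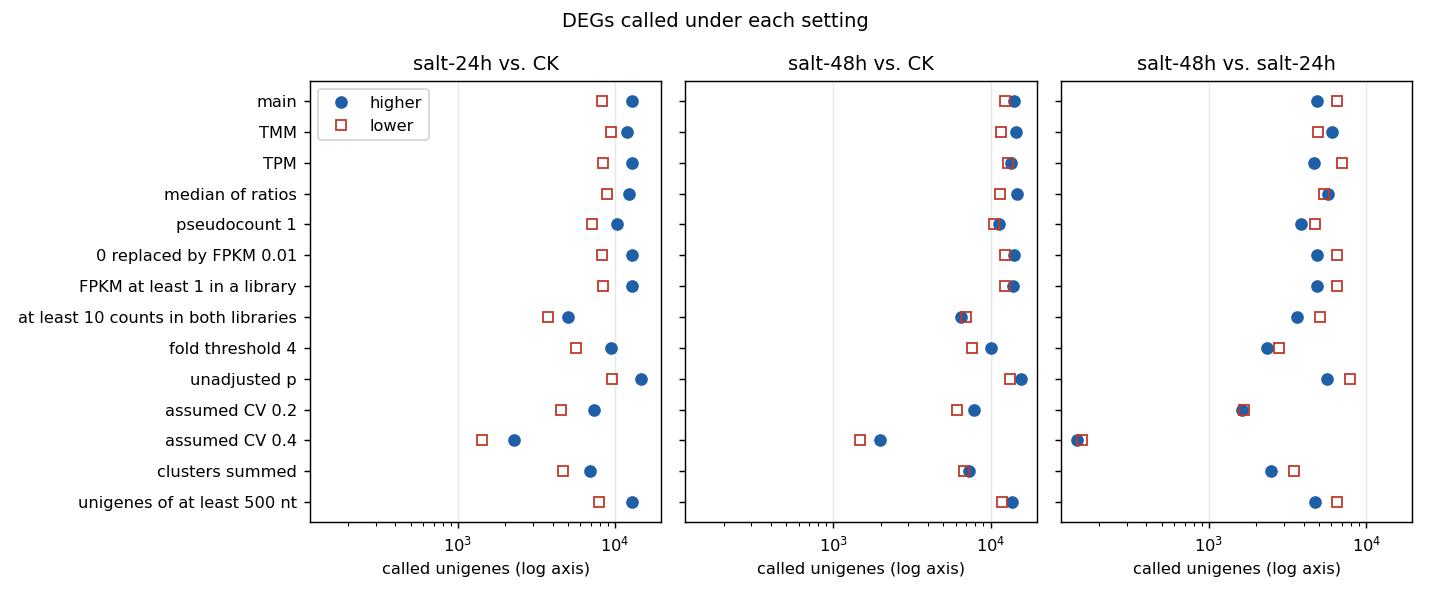
Number of unigenes called higher (filled circles) and lower (open squares) in the first-named library of each comparison, on a log axis, under the main setting and each alternative listed at the left. In salt-48h vs. salt-24h the main setting gives 4887 higher and 6541 lower, and an assumed CV of 0.4 gives 144 and 156.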

In salt-48h vs. CK, 15,610 were upregulated and 12,017 were downregulated, indicating an increase; while in salt-48h vs. salt-24h regime, 5637 DEGs were upregulated while 5519 were downregulated, indicating that more transcripts were uniquely expressed with an increase in salt treatment time, Figure 6 and Table S8. Among the upregulated genes in salt-48h vs. salt-24h were *NAC67* (Unigene16967_All), *NAC48* (CL5587.Contig1_All), *NAC021* (CL19340.Contig2_All), *WRKY20* (CL5384.Contig1_All), *WRKY46* (CL12389.Contig1_All), and *ERF1* (CL914.Contig6_All) among others. Also upregulated were regulators of antioxidant enzyme activities such as *CATALASE 1* (*CAT1*) (CL342.Contig3_All) and *CAB1* (CL1733.Contig11_All). 

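Of the 6 unigenes, 4 were called higher in salt-48h than in salt-24h. NAC48 (CL5587.Contig1_All, 1040 nt) rose from an FPKM of 0.39 in CK to 2.69 in salt-24h and 15.1 in salt-48h, with 6, 41 and 231 counts. Its log2 ratio between the salt libraries was 2.49 (95% interval 2.01 to 3.01, FDR = 9.56e-32 from the exact binomial test with Benjamini-Hochberg adjustment). WRKY20 (CL5384.Contig1_All, 915 nt) was at an FPKM of 2.56 in CK, 2.65 in salt-24h and 10.6 in salt-48h, with a log2 ratio of 2.00 (1.46 to 2.58). WRKY46 (CL12389.Contig1_All, 1082 nt) was at 2.61, 4.09 and 11.3, with a log2 ratio of 1.46 (1.05 to 1.90). ERF1 (CL914.Contig6_All, 1991 nt) had 0 counts in CK, 41.8 in salt-24h and 93.5 in salt-48h. Its log2 ratio between the salt libraries was 1.16 (0.62 to 1.72, FDR = 7.62e-05 from the same exact test), and against CK salt-48h was at least 4.97 higher on the log2 scale when 3 counts stand for the 0 (the exact 95% lower limit is 4.65). The Swissprot annotation of CL914.Contig6_All is eukaryotic peptide chain release factor subunit 1-2. NAC67 (Unigene16967_All, 1366 nt) rose from an FPKM of 6.59 in CK to 16.8 and 29.4, and its ratio of 0.81 between the salt libraries (0.62 to 1.01, FDR = 4.15e-16 from the exact test) was under 2-fold. NAC021 (CL19340.Contig2_All, 861 nt) rose from 4.86 to 9.92 and 12.2. Its ratio of 0.30 between the salt libraries was not larger than the counting error (-0.06 to 0.65, FDR = 0.273 from the exact test). In the Swissprot annotation the names are the other way round, with NAC67 given for CL19340.Contig2_All and NAC021 for Unigene16967_All. The counts of NAC67, NAC021, WRKY46 and ERF1 were not whole numbers, so part of their fragments also matched other contigs. Over all 37 unigenes with values that the paper names in sections 3.5 and 3.7, in Table 6 and in Fig. 7, 25 were called higher and 0 lower. The paper chose these as upregulated in this comparison of the same experiment, so their common direction follows largely from that choice. The alternative that moved the number of calls most was an assumed coefficient of variation of 0.4, under which 0 were called, and with 0.2 the number was 7.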

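CAT1 (CL342.Contig3_All, 1887 nt) was at an FPKM of 21.8 in CK, 24.7 in salt-24h and 31.6 in salt-48h, with 637, 719 and 919 counts. Its log2 ratio between the salt libraries was 0.35 (95% interval 0.21 to 0.50, FDR = 7.14e-06 from the exact binomial test with Benjamini-Hochberg adjustment), which is larger than the counting error but under 2-fold, so it was not called a DEG. APX2 (CL16806.Contig2_All, 1181 nt), an L-ascorbate peroxidase of Table 6, was called higher at 48 h than at 24 h, with a log2 ratio of 1.44 (1.39 to 1.49). Its FPKM first fell from 333.0 in CK to 246.8 in salt-24h and then rose to 667.9 in salt-48h. CAB1 (CL1733.Contig11_All, 1320 nt) moved the same way, from 4298 in CK to 2606 in salt-24h and 7548 in salt-48h, and its log2 ratio between the salt libraries was 1.53 (1.52 to 1.55). CAB1 is annotated as chlorophyll a-b binding protein 1 and belongs to a cluster of 23 contigs. Over that cluster the FPKM summed to 27152 in CK, 13684 in salt-24h and 26920 in salt-48h, so the sums of salt-48h and CK were nearly equal, with a log2 ratio of -0.01 by library totals, 0.03 under TMM and 0.05 under median-of-ratios scaling. With the contigs of each cluster summed, the ratio of 0.98 between the salt libraries was under 2-fold by library totals. It lay so near that limit that the shifts of 0.17 under TMM and 0.12 under median-of-ratios scaling would take it past 2-fold.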

Others are photosynthesis-related genes such as *CLH2* (CL13725.Contig1_All), *WHAB1.6* (CL1733.Contig12_All), and *VAR3* (Unigene12326_All), Table 6. 

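CLH2 (CL13725.Contig1_All, 1413 nt), annotated as chlorophyllase-2, had FPKM values of 22.1 in CK, 20.1 in salt-24h and 70.5 in salt-48h. Its log2 ratio between the salt libraries was 1.81 (95% interval 1.66 to 1.97, FDR = 1.13e-137 from the exact binomial test with Benjamini-Hochberg adjustment). VAR3 (Unigene12326_All, 3490 nt) rose from 6.49 in CK to 9.01 and 52.5, with a ratio of 2.54 (2.41 to 2.68) between the salt libraries and of 3.02 against CK. WHAB1.6 (CL1733.Contig12_All, 618 nt) fell from 254.4 in CK to 8.59 in salt-24h and was at 28.5 in salt-48h. Its ratio was 1.73 (1.35 to 2.13) between the salt libraries, and -3.16 (-3.36 to -2.97) between salt-48h and CK. WHAB1.6 and CAB1 are contigs of the same cluster, in which 17 of the contigs were higher in salt-48h than in salt-24h and 19 were lower in salt-48h than in CK. Over the 12 unigenes of Table 6, the ratio between the salt libraries was above 0 for 12, and 9 were called. The paper chose them as upregulated at 48 h compared to 24 h, so their direction is no separate support.

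**Figure D2:**
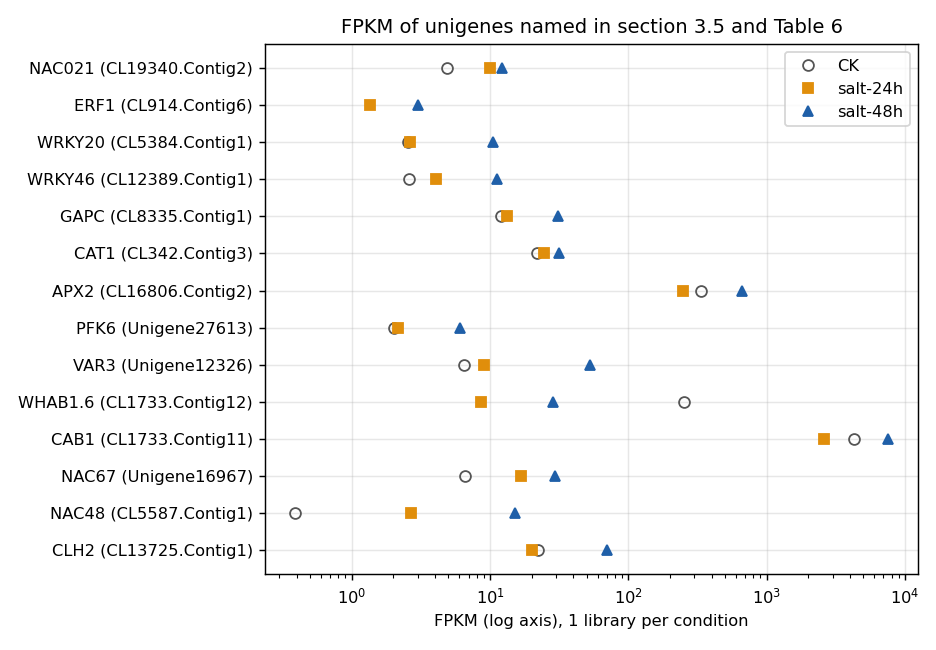
FPKM (log axis) of the unigenes named in section 3.5 and Table 6 in CK (open circles), salt-24h (squares) and salt-48h (triangles), 1 library per condition, with values of 0 not drawn. WHAB1.6 lies at 254.4 in CK, 8.59 in salt-24h and 28.5 in salt-48h, and VAR3 at 6.49, 9.01 and 52.5.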

### 3.6. Functional Analysis of Differentially Expressed Genes

The three major functional categories were classified into 53 functional groups. Generally, the GO annotation trend was not so different among the three libraries, despite some differences in the number of annotated genes. For example, compared to the control, at 24 h of salt treatment, under *molecular function*, most genes were annotated to *catalytic activity* (4021) and *binding* (3574). Under *cell component*, *cell* (3972) and *cell part* (3951) constituted the largest group. Under *biological process, metabolic process* (4345) and *cellular process* (4118) constituted the largest groups. Among the highly annotated genes, a majority were upregulated. At 48 h the number of annotated genes increased remarkably. 

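In salt-24h vs. CK, 6861 DEGs had a GO annotation, of which 59.7% were upregulated, and in salt-48h vs. CK 10372 did, of which 52.4% were upregulated. By major category, the DEGs with a term under molecular function numbered 5338 at 24 h and 8000 at 48 h, those under cellular component 4711 and 7175, and those under biological process 4870 and 7358. KEGG annotated 9168 DEGs of salt-24h vs. CK and 12608 of salt-48h vs. CK. DEGs with no annotation in any database numbered 6340 (30.0% of the DEGs) and 6634 (25.1%). In salt-48h vs. salt-24h, 5625 DEGs had a GO annotation and 45.7% of them were upregulated by library totals. That share was not computed on another scale. Over all DEGs of this comparison the share upregulated was 42.8% by library totals, 55.1% under TMM and 51.6% under median-of-ratios scaling. The files give each unigene's own terms, and the sub-categories of the paper were not counted here. The alternative that moved these numbers most was a fold threshold of 4, under which 3832 DEGs with a GO annotation were left at 24 h and 5306 at 48 h.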

Under *molecular function*, *catalytic activity* and *binding* still contained the most genes; however, the number of genes was remarkably higher compared to 24 h. The same applied to other categories. Pathway enrichment analysis on the three major functional categories showed that *metabolic pathways* were the most enriched, with over 1000 genes in 24 h compared to control, and then followed by *biosynthesis of secondary metabolites*. Differently, at 48 h, *biosynthesis of secondary metabolites* was the most enriched followed by *plant hormone signal transduction*, Figure S1.

### 3.7. Differential Protein Interaction Analysis 

We used the STRING (http://string-db.org) protein interaction database to perform a protein interaction analysis for each group of DEGs. 

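Of 3 unigenes annotated as Rubisco large subunit-binding protein, CL1333.Contig4_All (1575 nt) had 0 counts in CK, 4.78 in salt-24h and 83.2 in salt-48h, and its log2 ratio between the salt libraries was 4.12 (95% interval 2.77 to 5.72, FDR = 6.33e-18 from the exact binomial test with Benjamini-Hochberg adjustment). Unigene34323_All (1435 nt) had 1.97 counts in CK, 0 in salt-24h and 50.5 in salt-48h, which was at least 4.07 higher on the log2 scale than salt-24h when 3 counts stand for the 0 (the exact 95% lower limit is 3.71). CL7713.Contig1_All (1096 nt) was at an FPKM of 2.86 in CK, 3.59 in salt-24h and 5.91 in salt-48h, with a ratio of 0.72 (0.24 to 1.22) that was not called. CL7099.Contig1_All, a chaperonin 60 subunit beta of 2282 nt, was at 101.2, 77.8 and 171.3, with a ratio of 1.14 (1.07 to 1.21) between the salt libraries. CL7099.Contig2_All, a fragment of 255 nt, had 5 counts in salt-48h and 0 in both others. CL7099.Contig3_All rose from an FPKM of 1.50 in CK to 11.9 and 22.7, and its ratio of 0.93 (0.68 to 1.18) between the salt libraries was under 2-fold. CL17027.Contig2_All, a chloroplast 20 kDa chaperonin (CPN21), rose from 4.11 to 9.28 and 17.1, and its ratio of 0.88 (0.62 to 1.14) was also under 2-fold, but both it and CL7099.Contig3_All were called under TMM, with ratios of 1.04 and 1.09. CL17027.Contig3_All and CL17027.Contig4_All are listed in none of the 3 libraries. CL8218.Contig2_All, a 10 kDa chaperonin (groS-A), was at 14.0, 24.0 and 40.2, with a ratio of 0.74 (0.55 to 0.95) that was not called. Of these 8 unigenes with values, 3 were called higher in salt-48h than in salt-24h.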

With the highest interaction and upregulation were Rubisco large subunit-binding protein subunit (CL1333.Contig4_All, Unigene34323_All, CL7713.Contig1_All) and chaperonins, such as CPN60-ß (CL7099.Contig1,2&3_All), CPN21(CL17027.Contig 2,3 &4_All), and groS-A (CL8218.Contig2_All), Figure 7 and Figure S2. 

### 3.8. qPCR Validation

All the randomly selected genes were detected via qPCR. 

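The 9 genes chosen for qPCR were looked up in the RNA-seq libraries by the gene name in the Swissprot annotation, since the paper's text gives no unigene identifiers for them, and the FPKM of all unigenes with a name was summed. EXPA4 was named for 7 unigenes, with a sum of 5.98 in CK, 13.7 in salt-24h and 7.51 in salt-48h. APX1 (3 unigenes) rose from 30.2 to 35.1 and 62.8, and ATK5 (7 unigenes) from 4.52 to 8.77 and 9.89. The name ACS was given to 10 unigenes, all annotated as acetate-CoA ligase, with sums of 20.4, 35.5 and 27.7. MPK12 (3 unigenes) fell from 13.9 in CK to 8.85 and 6.39. PSY (6 unigenes) was at 82.7, 87.9 and 51.9, and ACC2 (7 unigenes) at 32.5, 34.7 and 38.5. In salt-48h vs. CK, 4 of the ACS unigenes were called higher and 0 lower, against 1 and 0 for APX1, 2 and 0 for ATK5, 1 and 0 for EXPA4, 0 and 0 for ACC2, 0 and 1 for MPK12 and 3 and 1 for PSY. Between the salt libraries the numbers higher and lower at 48 h were 0 and 1 for ACS, 0 and 1 for APX1, 0 and 0 for ATK5, 1 and 1 for EXPA4, 0 and 0 for ACC2, 0 and 0 for MPK12 and 3 and 1 for PSY. No unigene carried the name MYB38 or PTR7. The sums mix homologs, so they stand for all unigenes of a name and not for an amplified transcript. Whether the ACS of the paper is an acetate-CoA ligase is not given in its text.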

*ACS*, *APX1 ATK5 MYB38 PTR7*, and *EXPA4* were highly upregulated, especially at 48 h compared to 24 h, while *ACC2*, *MPK12*, and *PSY* were downregulated, which corresponds to RNA-seq data, thus indicating its validity, Figure 8.

## 4. Discussion

Like other mesophytes, the harmful effects of salinity on tall fescue are attributed to Na^+^ and Cl^−^ -induced ion toxicity, physiological drought, and nutrient imbalances [66]. Hence, the transcript response in tall fescue is putatively aimed at ameliorating/preventing the three limiting factors via triggering a broad array of activities that optimize plant performance under saline conditions. 

GO, KEGG, and KOG are vital databases of determining potential gene functions. The differential annotation of genes in salt-24h and salt-48h compared to CK, and their enrichment in *binding*, *cell and metabolic pathways* in the KEGG database implied that salt stress duration played a role in triggering a remarkable difference in not only the transcript level but also in the gene function, hence, sampling time is crucial in assessing salt-responsive gene function in tall fescue. Previously, under water stress, Talukder [67] observed that *proteolysis*, *nucleus,* as well as *ATP binding,* contained the most genes in *biological process*, *cellular part*, and *molecular function* categories, respectively. Differently, in our study, *metabolic process*, *cell*, and *binding* had the largest unigenes in *biological process, cellular part*, and *molecular function*, respectively. This remarkable difference in GO annotations of same species might be attributed to the nature of stress differences. However, consistent with our study, under heat [68] and lead stress [69] *metabolic processes* and *binding* constituted the largest group of unigenes in biological and molecular function categories, respectively. This was also similar in Tibetan barley growing under low nitrogen conditions [70]. This observation highlighted the possible overwhelming importance of genes annotated to *metabolic process* and *binding* sub-categories in response to various environmental conditions.

Most of the predicted TFs such as WRKY, BHLH, MYB, NAC, and ERF have clear roles in growth and developmental programs in plants under salt stress. Here, we discuss TFs that were upregulated in salt-48h vs. salt-24h after salt treatment. For instance, rice plants overexpressing NAC67 accumulated higher biomass and improved salt tolerance [65]. NAC021 is a transcriptional activator that plays an important role in growth and salt tolerance [53,54]. Lower membrane damage and improved salt tolerance were observed in transgenic alfalfa, overexpressing WRKY20 [56]. The expression of a WRKY transcription factor WRKY46 is rapidly induced by salt stress and regulated a set of genes involved in cellular osmoprotection and redox homeostasis [57]. Also upregulated are key genes responsible for various metabolic processes such as carbohydrate metabolic process during glycolysis like *PFK6* [61] and antioxidant activities. 

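PFK6 (Unigene27613_All, 1378 nt), which the Swissprot annotation gives as 6-phosphofructokinase 2, had 42 counts in CK, 45 in salt-24h and 126 in salt-48h. Its FPKM was 2.01, 2.16 and 6.06, and its log2 ratio between the salt libraries was 1.49 (95% interval 0.99 to 2.01, FDR = 5.76e-09 from the exact binomial test with Benjamini-Hochberg adjustment). The difference of 0.10 between salt-24h and CK was within the counting error (-0.54 to 0.75).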

Plants have developed protective mechanisms to eliminate or reduce reactive oxygen species (ROS) and other oxidants during salt stress and the enzymatic antioxidant system is one of the protective mechanisms. The remarkable upregulation of *CAT1* genes by salt stress at 48 h vs. 24 h in this study is consistent with the previous report that their activity and transcript levels were increased under salt stress [59,60]. 

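Catalases were annotated for 24 unigenes in all. Their FPKM summed to 1991 in CK, 2975 in salt-24h and 4170 in salt-48h. Between the salt libraries 0 were called higher and 1 was called lower by library totals. A catalase unigene that rose from an FPKM of 274.4 in salt-24h to 539.2 in salt-48h had a log2 ratio of 0.97. The shift of 0.17 under TMM would take that ratio past 2-fold. Against CK, 2 catalases were called higher in salt-24h and 5 in salt-48h, with 0 lower in either. The median log2 ratio of the 19 catalase unigenes with an FPKM of at least 1 in a library was -0.16 between the salt libraries, or 0 under TMM, and lay inside the middle 95% of random lists. Ascorbate peroxidases, annotated for 33 unigenes, had a median of 0.19, with 4 unigenes called higher and 2 lower. It lay at percentile 97.9 of random lists, but inside their middle 95% under TMM (97.4) and with no filter on FPKM (95.9). In salt-24h vs. CK the catalase median was 0.48, at percentile 98.2, but inside the middle 95% with a pseudocount of 0.1 (95.1) and with Nr annotation (93.5). Against CK at 48 h, the medians were 0.52 for catalase, at percentile 95.7, and 0.60 for ascorbate peroxidase, at percentile 99.6. With no filter on FPKM catalase was outside the middle 95% (98.0), and with members of an FPKM of at least 10 ascorbate peroxidase was inside it (83.7).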

Plants’ photosynthetic capacity under salt stress can be an important determinant of tolerance level [71]. Here, some genes associated with photosynthesis were differentially expressed and upregulated in 48 vs. 24 following salt treatment. For example, *GAPC* maintains photosynthesis under salt stress in *Thellungiella halophila* [58]. 

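GAPC (CL8335.Contig1_All, 1104 nt), a cytosolic glyceraldehyde-3-phosphate dehydrogenase, had FPKM values of 12.0 in CK, 13.3 in salt-24h and 30.8 in salt-48h, with a log2 ratio of 1.22 (95% interval 0.98 to 1.45, FDR = 1.39e-25 from the exact binomial test with Benjamini-Hochberg adjustment) between the salt libraries. Over the unigenes annotated as chlorophyll a-b binding protein, 14 were called higher in salt-48h than in salt-24h and 5 lower. Against CK, 28 were lower at 24 h and 28 at 48 h, with 1 and 4 higher. Their FPKM summed to 66712 in CK, 38347 in salt-24h and 53897 in salt-48h. The median log2 ratio of the 99 members above the FPKM minimum was 0.04 between the salt libraries, inside the range of random lists, and it was -0.68 at 24 h and -0.65 at 48 h against CK, both at percentile 0. With members of an FPKM of at least 10, the median between the salt libraries was 0.36, at percentile 99.9. Of 66 unigenes annotated as photosystem I or II subunits, 2 were called higher and 5 lower in salt-48h than in salt-24h. Their median was 0.13 between the salt libraries, inside the range of random lists, -0.29 in salt-24h vs. CK, at percentile 0.01, and -0.12 in salt-48h vs. CK, at percentile 17.6. Their FPKM sum fell from 32323 in CK to 27203 in salt-24h and 23405 in salt-48h, so the sum and the median went opposite ways between the salt libraries. Reads of such families can be split between near-identical contigs, so the values of single members are less certain than the sums. The percentiles take members as independent, so they can overstate how far a list stands apart.

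**Figure D3:**
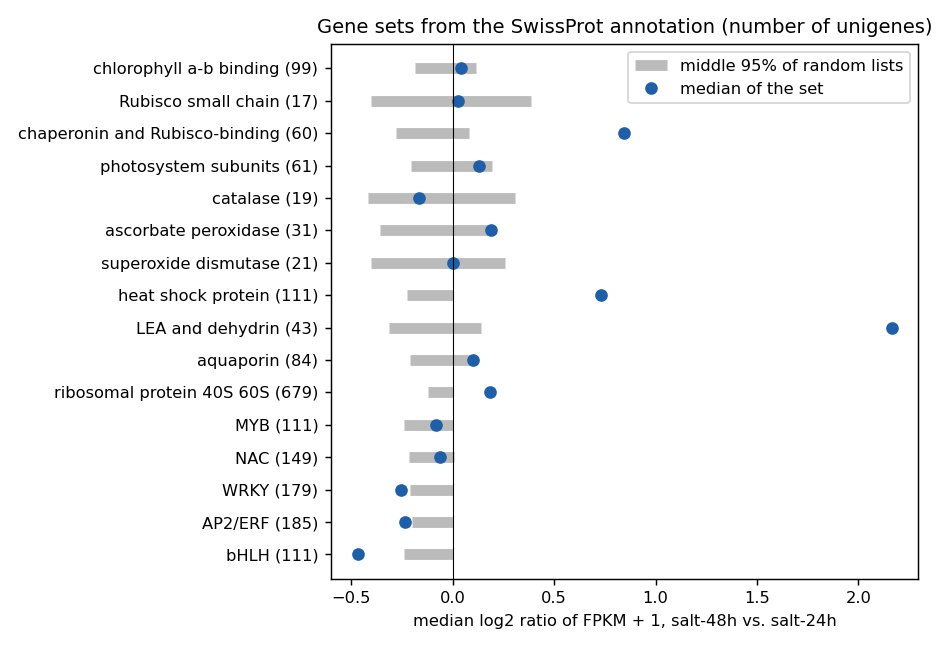
Median log2 ratio of FPKM + 1 in salt-48h vs. salt-24h for each list of unigenes read from the Swissprot annotation (points, number of unigenes in parentheses), with the middle 95% of 10000 random lists matched on expression (grey bars). The chlorophyll a-b binding list lies at 0.04, inside its bar, and the chaperonin list at 0.84, outside it.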

A zinc finger gene *VAR3* is part of a protein complex required for normal chloroplast and palisade cell development [62]. Chlorophyll a-b binding genes *WHAB1.6* and *CAB1* encode the major chlorophyll polypeptide, which functions as a light-harvesting complex that captures and delivers excitation energy to photosystems [63,64]. Salt stress signaling genes were also upregulated in 48 h vs. 24 h of salt treatment. For instance, *ERF1* regulates ROS-dependent signaling during the initial response to salt stress in rice [55]. The temporal differential expression of the genes and their upregulation in 48 h vs. 24 h indicates that prolonged stress generated a unique gene expression pattern, which represents regulatory transcript responses that cannot be predicted from the early response. In addition, an overlap of transcripts in between 48 h salt and 24 h salt suggests that some transcripts were not temporal, and their expression was an important early and late response mechanism to salt stress.

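Of the unigenes called in either comparison with CK, 11416 were called at 48 h and not at 24 h, and 6092 at 24 h and not at 48 h. A call in only 1 of the comparisons does not show that the libraries differ, and by the direct test 11428 unigenes differed between salt-48h and salt-24h. Unigenes called in opposite directions against CK numbered 165. The paper takes the differential expression of the genes over time, and their upregulation at 48 h compared to 24 h, as an indication of an expression pattern particular to prolonged stress. It describes this pattern as transcript responses that the early response cannot predict.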

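Upregulation in both salt-24h vs. CK and salt-48h vs. CK was found for 7969 unigenes and downregulation in both for 6883, so 14852 were called in the same direction at both times. Both comparisons use the CK library, whose chance values they share. In 20 simulations of 3 unchanged libraries, 0 unigenes were called in the same direction when counting error was the only spread, and 3238 on average with a coefficient of variation of 0.4 between libraries. Over the 46149 unigenes with at least 10 counts in all 3 libraries, the correlation across genes of the log2 ratios of both comparisons was 0.693, against 0.50 in unchanged libraries. With a fold threshold of 4, 10741 unigenes were called in the same direction at both times and 19 in opposite directions.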

Furthermore, the CDS forecast enabled us to predict the potentially different protein outputs at different transcript levels. ‘All Unigenes’ at 400 nt length were most enriched and might contain a majority of potential candidates to be converted into amino acids by the ribosomal translation machinery. Proteins usually perform their functions after they have been combined into complexes through interactions. Thus, to increase the statistical power we mapped the DEGs directly to candidate protein interaction networks. As a result, we see an upregulation and high interaction level of Rubisco and chaperonin proteins. 

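Over the 62 unigenes annotated as chaperonin or as Rubisco large subunit-binding protein, 25 were called higher and 1 lower in salt-48h than in salt-24h. Against CK, 30 were higher and 4 lower at 48 h, and 10 and 3 at 24 h. The median log2 ratio of the 60 members with an FPKM of at least 1 in a library was 0.84 between the salt libraries and 1.10 in salt-48h vs. CK, both at percentile 100 of the random lists, and 0.22 in salt-24h vs. CK, at percentile 92.0. Several members are contigs of the same cluster, such as CL4854 and CL14207, so these percentiles can overstate how far the list stands apart. The median between the salt libraries was 1.00 under TMM. Their FPKM summed to 480.3 in CK, 486.9 in salt-24h and 992.7 in salt-48h. Of Fig. 7, 15 nodes could be read, of which 8 also belong to the list above, with 7 of these 8 called higher. All 15 had a log2 ratio above 0 between the salt libraries, from 0.60 (CL4854.Contig3_All, CPN21) to 3.09 (Unigene30715_All, a phosphatidylinositol-3-phosphate kinase), and 11 were called. The paper drew these nodes as among the most upregulated of this comparison, so their direction follows largely from that choice.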

Chaperonins are a class of molecular chaperones that mediate the folding of non-native polypeptides with concomitant ATP hydrolysis. Salt-responsive chaperonins such as CHAPERONINS 10, 21, and 60-ß were found to play important roles in plants response to salt stress [72,73]. Also, Rubisco is an enzyme that is involved in the first major step of carbon fixation [74,75]. These results suggest that high interaction of chaperonin-related and Rubisco genes as well and their upregulation in 48h-salt vs. 24h-salt might have played important role in salt responsive protein folding as well as modulation of photosynthesis in tall fescue leaves. Also, it is possible that the upregulation of Rubisco in tall fescue reflects the increase in photorespiration during exposure to salt stress. 

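Of 17 unigenes annotated as ribulose bisphosphate carboxylase small chain, 0 were called higher and 0 lower in salt-48h than in salt-24h. In salt-48h vs. CK, 1 was called higher and 1 lower. Their FPKM summed to 23836 in CK, 36463 in salt-24h and 38163 in salt-48h. The median log2 ratio of the small chain list was 0.53 in salt-24h vs. CK, at percentile 99.9 of random lists, 0.66 in salt-48h vs. CK, at percentile 98.9, and 0.03 between the salt libraries, at percentile 54.7 (0.19 under TMM, at percentile 57.1). Of these unigenes, 15 were higher than CK at 24 h, but 0 were called higher and 1 was called lower. The Rubisco large subunit was not analysed here.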

Primarily, transcriptome data is a vital tool for the fast and cost-effective creation of molecular markers. In particular, SNPs and SSR markers are vital tools for genomic and plant breeding studies. Their detection and successful primer design indicate that our tall fescue transcriptome data offered a rich genomic resource to develop a large number of molecular markers with promising potential to be used in marker-assisted selection for plant breeding, especially in the absence of full genomic sequencing information of tall fescue. In addition, the high abundance of SNP markers may be useful for molecular research of tall fescue in the case of the absence of SSR markers. 

## 5. Conclusions

In summary, to understand a tall fescue transcriptome under salt stress, RNA extracted from three tall fescue (‘Puregold’ cultivar) leaf libraries (CK, salt-24h, and salt-48h) were sequenced. After assembly, unigenes and their various characteristics were obtained. The unigenes were subsequently aligned to seven databases for functional annotations, which grouped them into various categories including those that may play important roles in salt tolerance. In addition, CDSs were detected as well as SSRs and SNPs that were distributed among the unigenes. Also predicted were key TFs, most of which belong to salt-tolerant families. Finally, DEGs per sample were analyzed and annotated to various functional groups using the GO and KEGG databases. This is the first RNA-seq study to profile tall fescue transcriptome under salt stress conditions.

## Figures and Tables

**Figure 1:**
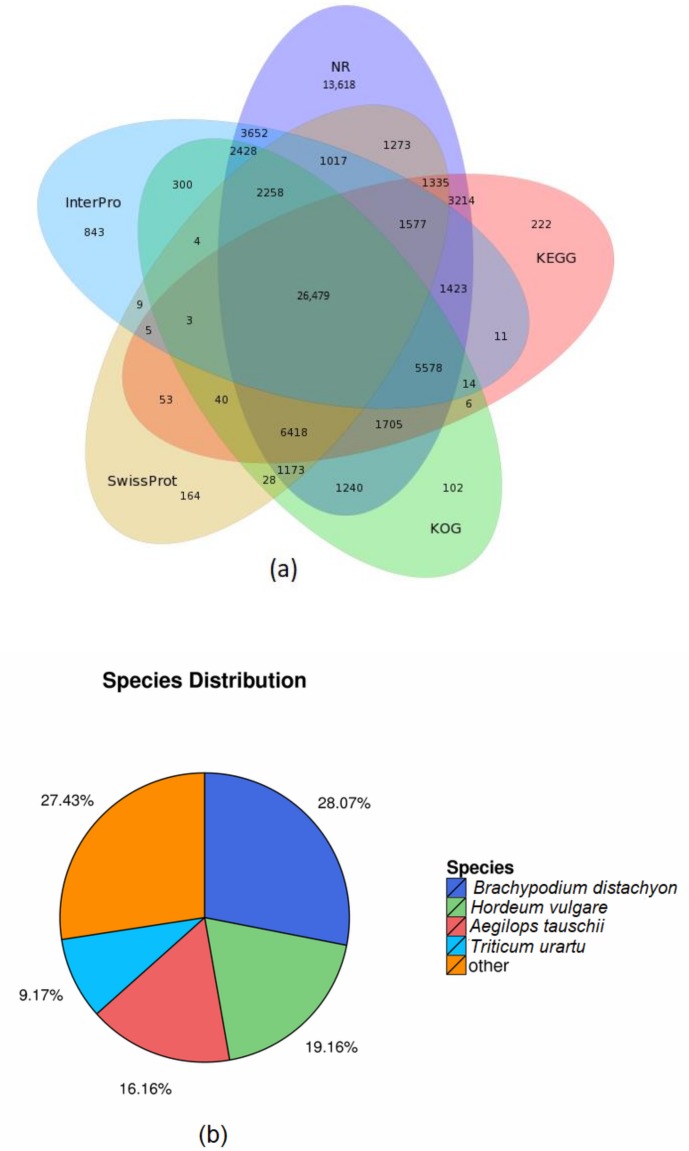
Graphical representation of unigenes based on (**a**) Venn diagram depicting the overlap in various databases. The number outside the circle denotes the total number of unigenes in each database. The number within one circle denotes the overlapped unigenes, respectively. (**b**) Species distribution showing the proportions of different species associated with the unigene annotations according to the results of the NR annotations.

**Figure 2:**
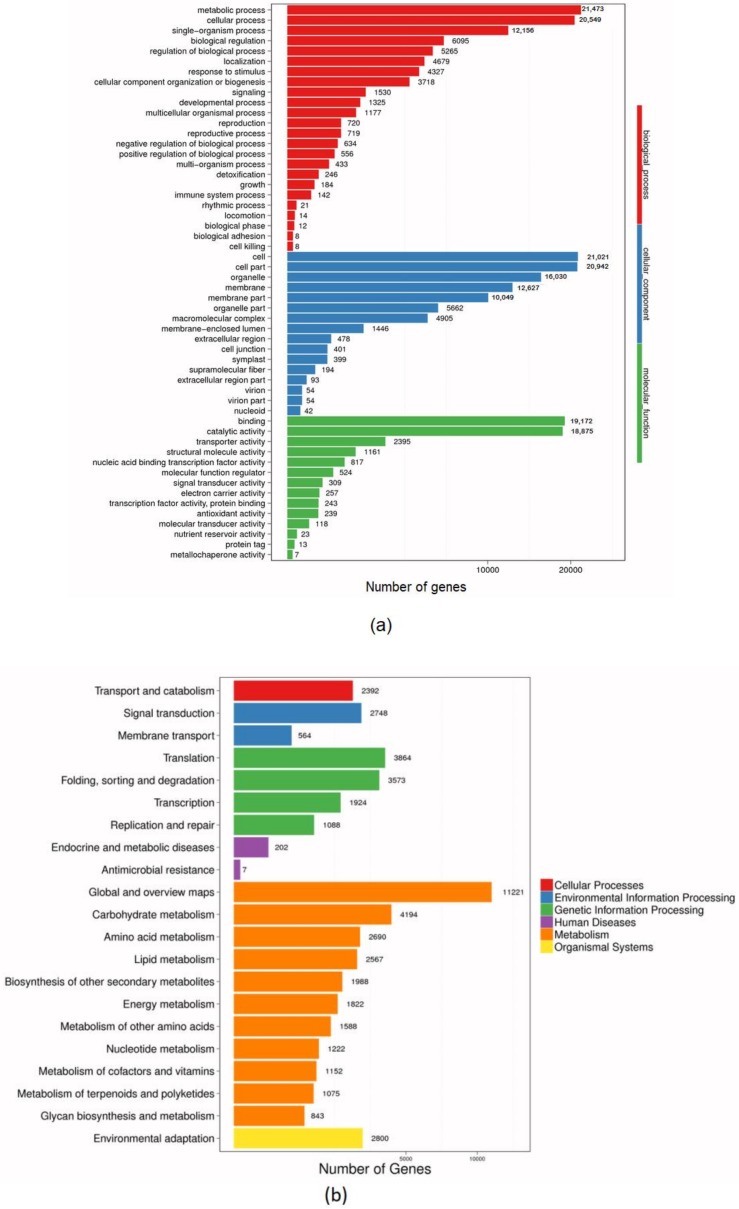

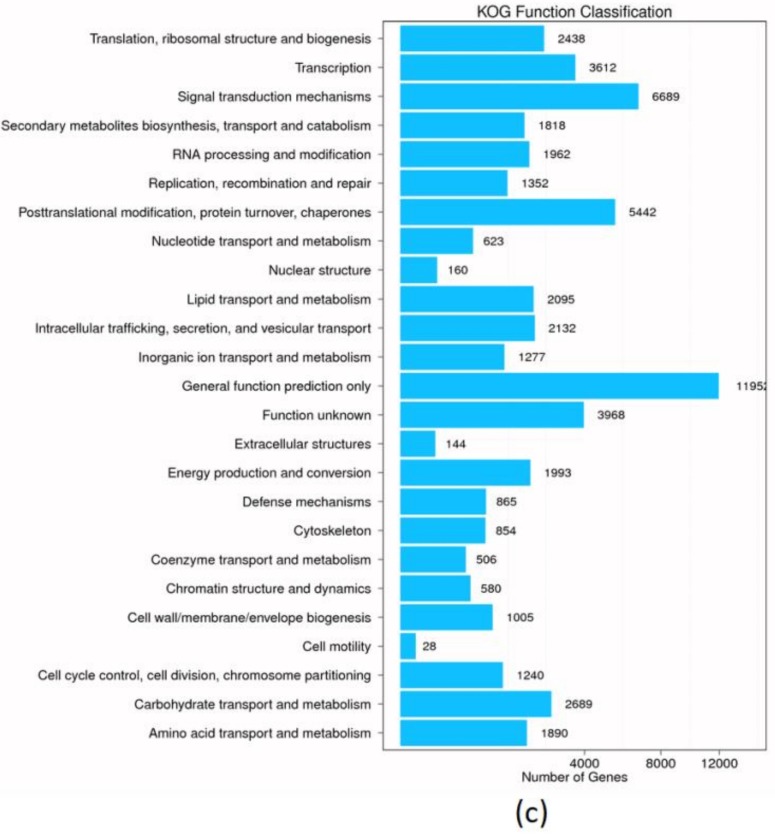
Graphical representation of unigene distribution based on (**a**) Gene Ontology (GO) classification and (**b**) Kyoto Encyclopedia of Genes and Genomes (KEGG). Genes are divided into six branches according to the participating KEGG metabolic pathways: cellular processes, environmental information processing, genetic information processing, human diseases, metabolism, organisms, medicines drug development. (**c**) Eukaryotic Ortholog Groups (KOG) annotation of putative proteins. All 47,776 putative proteins showing significant homology to those in the KOG database were functionally classified into 25 groups. The *X*-axis represents the corresponding unigene number, and the *Y*-axis represents the functional classification.

**Figure 3:**
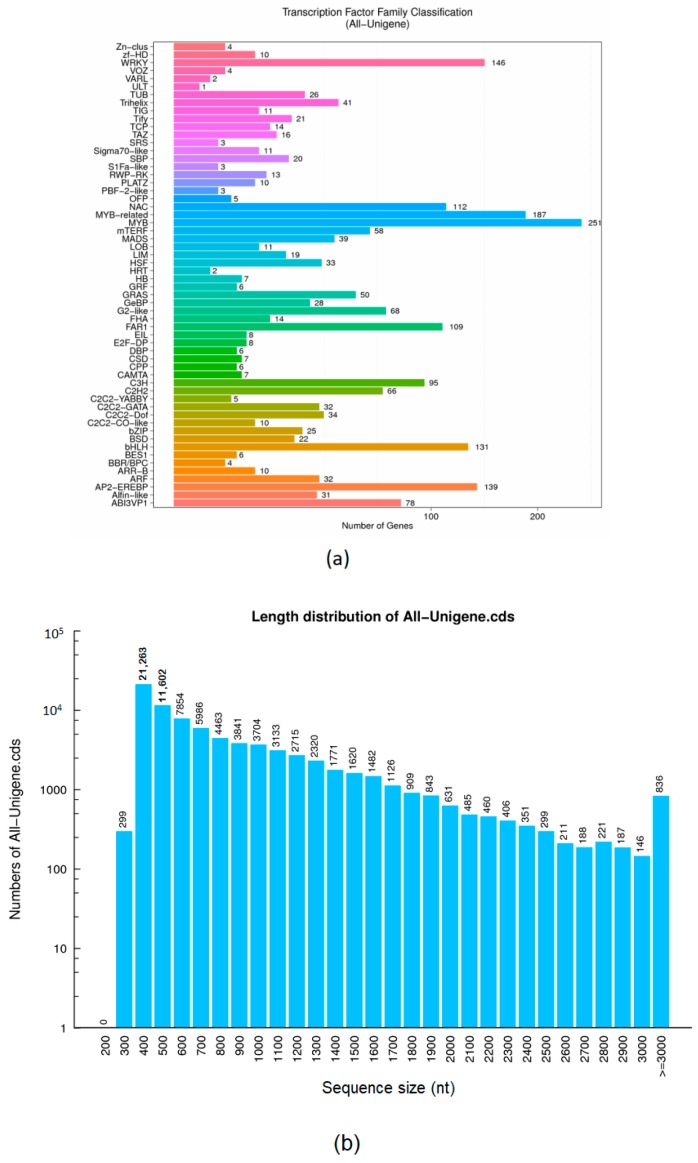
Bar plots showing the distribution of (**a**) Transcription factors. The *X*-axis represents the corresponding number of unigenes, and the *Y*-axis represents the transcription factor family classification. (**b**) Coding DNA sequence (CDS) length. The *X*-axis represents the length of the CDS, and the *Y*-axis represents the corresponding number of CDSs.

**Figure 4:**
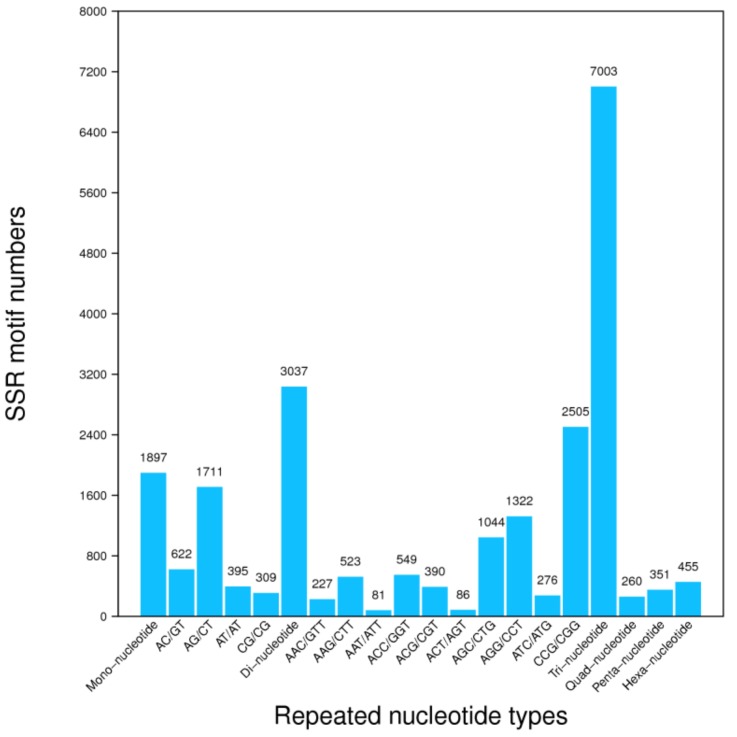
Bar plot of simple sequence repeats (SSR) distribution. The *X*-axis represents the SSR type, and the *Y*-axis represents the corresponding number of SSRs.

**Figure 5:**
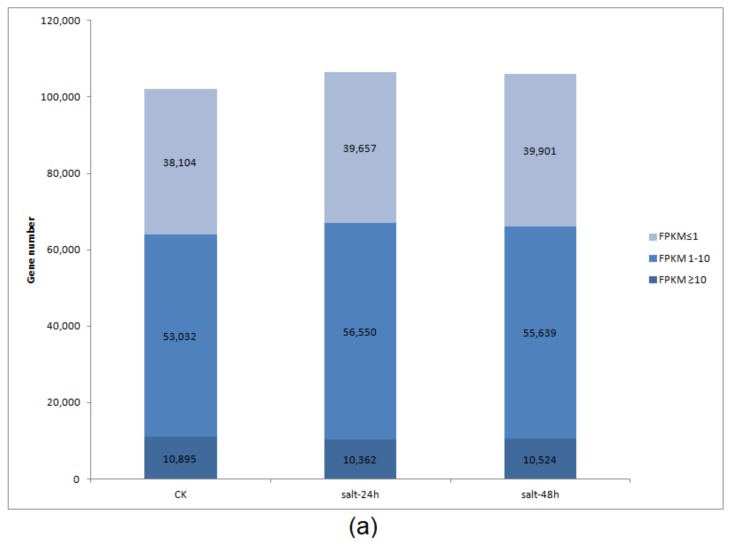

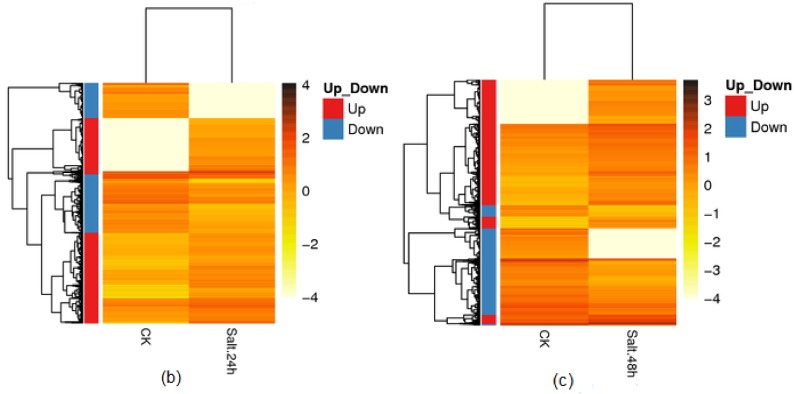
Plots of differentially expressed genes (DEGs) based on (**a**) gene abundance in samples as a function of expression levels in different fragment per kilobase million (FPKM) intervals. The X-axis represents the sample name, the Y-axis represents the number of genes, and the shade of color represents the level of different expression levels: FPKM ≤ 1 is when a gene has a very low expression level, FPKM is between 1 and 10 (when genes have low expression levels), and FPKM ≥ 10 are genes with high expression levels. (**b**,**c**) A heat map showing differential gene expression; the X-axis represents different samples and the Y-axis represents the differential gene. The darker the color, the higher the expression, while the lighter the color, the lower the expression.

**Figure 6:**
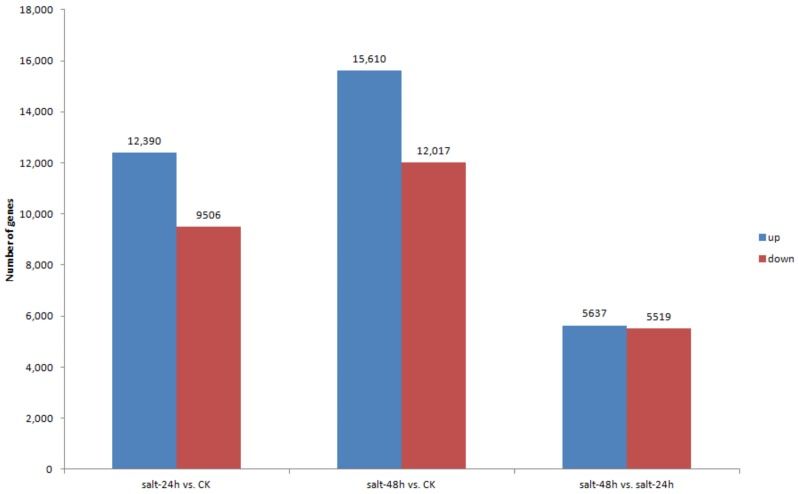
DEGs quantity chart. The X-axis represents each set of differential alignment schemes, and the Y-axis represents the corresponding number of DEGs. Blue represents the number of upregulated DEGs and red represents downregulated DEGs.

**Figure 7:**
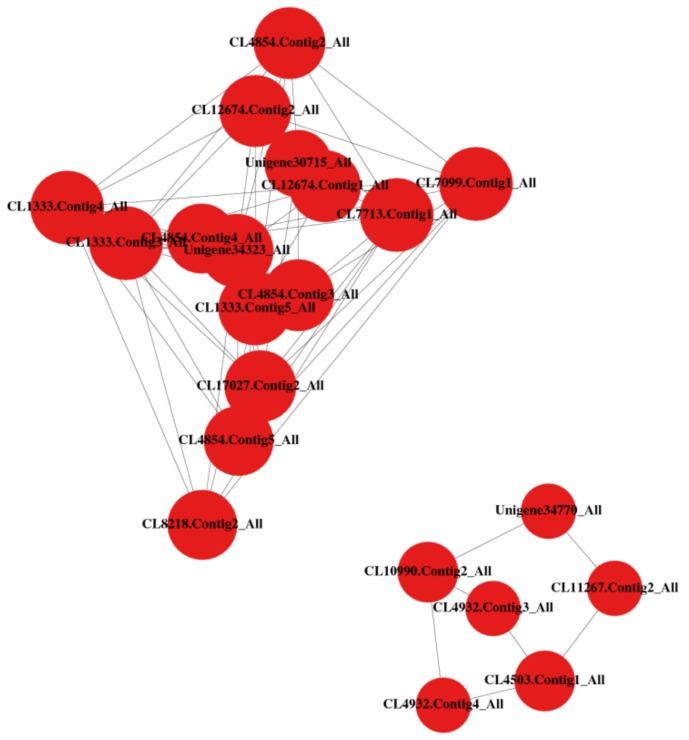
A representative of the most upregulated and highest protein interaction data in salt-48h vs. salt-24h. The larger the circle, the denser the relationship. The CL at the beginning of a name denotes a cluster and is followed by the number of the unigene family.

**Figure 8:**
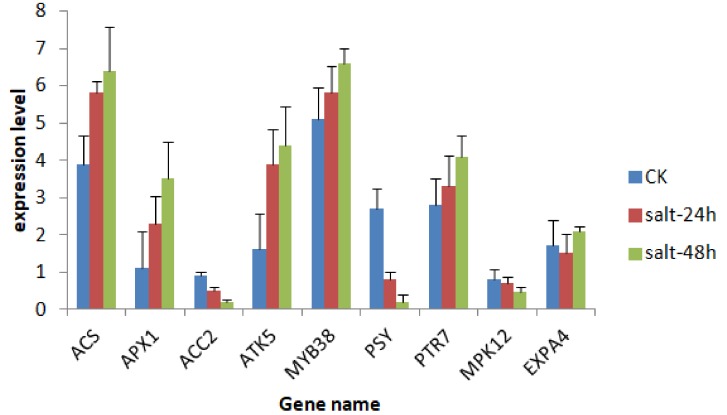
Bar plot showing the expression analysis of randomly selected RNA-Seq genes by quantitative polymerase chain reaction (qPCR). *EF1-a* gene was used as the reference gene for normalization of gene-expression data. Values are the average of three independent replicates. <1 is downregulation while >1 is upregulation.

**Table 1:** Quality statistics of filtered reads.

Sample	Total Raw Reads (Mb)	Total Clean Reads (Mb)	Total Clean Bases (Gb)	Clean Reads Q20 (%)	Clean Reads Q30 (%)	Clean Reads Ratio (%)
CK	87.16	66.65	6.67	96.48	89.35	76.47
Salt-24h	85.915	65.965	6.595	96.41	89.175	76.8
Salt-48h	88.405	65.825	6.585	96.315	89.01	74.47

CK: Control; Total Raw Reads (Mb): The number of reads before filtering; Total Clean Reads (Mb): Filtered reads Total Clean Bases (Gb): Total number of bases after filtration; Clean Reads Q20 (%): The percentage of the number of bases with mass values greater than 20% in the filtered reads; Clean Reads Q30 (%): The percentage of the number of bases with a mass value greater than 30% in the filtered reads; Clean Reads Ratio (%): The proportion of filtered reads.

**Table 2:** (**a**) Trinity statistics. (**b**) Unigenes statistics.

Sample	Total Number	Total Length	Mean Length	N50	N70	N90	GC (%)
CK (a)	150,967	98,232,067	650	1034	598	261	50.23
Salt-24h (a)	152,598.5	98,743,637	646	1024	592.5	261	50.395
Salt-48h (a)	152,316.5	99,403,369	651.5	1040	603	261.5	50.035
CK (b)	86,828	63,981,634	736	1147	679	301	49.69
Salt-24 (b)	88,639.5	65,201,778	734.5	1137.5	677	303	49.875
Salt-48 (b)	87,520.5	64,836,088	740	1152	689	303	49.5
All-Unigene (b)	144,339	1.3 × 10^8^	898	1443	912	367	49.49

Total Number: number of reads per sample; Total Length: reads length of each sample; Mean Length: average length of reads; N50: used to measure the continuity of the assembly, the larger the value, the better the assembly effect; N50, N70 and N90: the percentage of the total length which is the last accumulated value after sorting by the transcript length from big to small and accumulating all transcriptions one by one; GC (%): Ratio of bases G and C.

**Table 3:** Table of alignment results for the seven databases.

Values	Total	Nr	Nt	SwissProt	KEGG	KOG	Interpro	GO	Intersection	Overall
Number	144,339	74,388	62,387	41,836	48,083	47,776	45,601	40,017	17,928	83,213
Percentage	100%	51.54%	43.22%	28.98%	33.31%	33.10%	31.59%	27.72%	12.42%	57.65%

Intersection: The total number and proportion of unigenes in all database notes in the seven databases; Overall: The total number and proportion of unigenes in any one of the seven databases. NT is NCBI official nucleic acid sequence database, NR is the official protein sequence database, with comprehensive, non-redundant features. We divided the NT and NR databases in order to annotate the unigene sequence to the corresponding points to get corresponding functional results. The Venn diagram in Figure 1 shows the sharing of unigenes in different databases. KEGG: Kyoto Encyclopedia for Genes and Genomes; KOG: Eukaryotic Ortholog Groups; GO: Gene Ontology.

**Table 4:** Integrated results of each sample single nucleotide polymorphism (SNP).

Sample	A–G	C–T	Transition	A–C	A–T	C–G	G–T	Transversion	Total
CK	105,203	104,656	209,859	28,471	20,647	39,544	28,720	117,382	327,241
Salt-24h	93,988	93,312.5	187,300.5	25,432	18,548.5	35,876	25,632	105,488.5	292,789
Salt-48h	95,195	94,725.5	189,920.5	25,844.5	19,188.5	35,741.5	26,083.5	106,858	296,778.5

A–G: Number of SNPs with A–G mutations (including A to G, G to A); C–T: Number of SNPs with C–T mutations; Transition: The number of SNPs with A–G and C–T mutations, the substitution between purines and purines, or the substitution between pyrimidines and pyrimidines; A–C: Number of SNPs with A–C variation; A–T: Number of SNPs with A-T variation; C–G: Number of SNPs with C–G mutation; G–T: Number of SNPs with G–T mutation; Transversion: A–C, A–T, C–G, and G–T variants of SNPs, substitutions between purines and pyrimidines; Total: The total number of all variant types.

**Table 5:** The statistics of the differentially expressed genes.

Sample	Total Bases	Total Reads	Total Mapped Reads	Unique Mapped Reads
CK	6,665,213,000	66,652,130	50,987,376	21,680,100
Salt-24h	6,596,346,200	65,963,462	51,527,965	21,538,592
Salt-48h	6,582,573,600	65,825,736	50,782,868	21,848,553

Sample: sample name; Total Bases: The number of bases for the sample; Total Reads: Number of reads for samples; Total Mapped Reads: Reads of all referenced sequences; Unique Mapped Reads: The number of reads aligned to a unique position in the reference sequence.

**Table 6:** Some of the selected salt-responsive and photosynthesis-related genes that were upregulated at 48 h of salt treatment compared to 24 h.

Unigene	log_2_ Fold Change (Salt-48h/Salt-24h)	Gene name	Function	Reference
CL19340.Contig2_All	1.048	NAC021	Salt tolerance	[53,54]
CL914.Contig6_All	8.247	ERF1	ROS signaling	[55]
CL5384.Contig1_All	2.098	WRKY20	Salt tolerance	[56]
CL12389.Contig1_All	2.228	WRKY46	Osmotic stress response	[57]
CL8335.Contig1_All	1.3	GAPC	Photosystem repair and salt tolerance	[58]
CL342.Contig3_All	1.1	CAT1	Response to oxidative stress	[59]
CL16806.Contig2_All	1.7	APX2	Response to oxidative stress	[60]
Unigene27613_All	1.5	PFK6	Fructose 6-phosphate metabolic process;	[61]
Unigene12326_All	2.3	VAR3	Chloroplast development	[62]
CL1733.Contig12_All	1.4	WHAB1.6	Photosynthesis, light harvesting in photosystem I	[63]
CL1733.Contig11_All	1.3	CAB1	Photosynthesis, light harvesting in photosystem I	[64]
Unigene16967_All	2.362	NAC67	Salt tolerance	[65]

The CL at the beginning of a unigene name denotes a cluster and is followed by the number of the gene family; ROS is reactive oxygen species.

## Supplementary Materials

The following are available online at http://www.mdpi.com/2073-4425/9/10/466/s1, Figure S1: Functional annotation of DEG, Figure S2: Protein interaction network, Table S1: qPCR primers, Table S2: Functional database annotations, Table S3: Transcription factors, Table S4: Coding DNA sequence, Table S5: SSR primer sequence, Table S6: Differentially expressed genes, Table S7: DEG clusters, Table S8: Comparative differential gene expression.

How the deposited data were processed for this re-analysis (not part of the article)

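Leaf RNA of tall fescue 'Puregold' was measured by RNA-seq in 3 libraries, 1 each of CK, salt-24h and salt-48h, and each library was taken as its own group. The libraries were assigned to conditions from the paper's list of samples and the sample labels, which name the same conditions. The paper and the labels differ in the NaCl concentration, and the paper's value is used beside its claims.

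The authors filtered the reads with in-house software, assembled a transcriptome de novo with Trinity, clustered it into unigenes, aligned the clean reads with Bowtie2 and quantified with RSEM. The expected counts the authors deposited are RSEM's estimates of fragments per unigene, are not normalized, and need not be whole. The FPKM values the authors deposited are scaled to the effective length of the unigene and to the fragments of the same library. The tables list no FPKM under 0.01, and a unigene missing from a library was taken as 0 there. The deposited tables also give the length of each unigene and its matches in 7 databases, which were used as they stand. No genome was used, so unigenes are given by their identifiers and lengths. Filtering, assembly, alignment and annotation are included in the files and were not repeated.

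The total of the expected counts per library lies between 16291539 and 16365231, so depth was nearly equal, and 3 counts, the limit that a count of 0 allows, correspond to 0.183 to 0.184 CPM. With 1 library per condition there is no estimate of the spread between plants, and no p-value across genes is given.

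For each of the 3 comparisons, the expected counts were rounded to whole numbers and compared by an exact conditional binomial test of 2 Poisson counts, the null of the Poisson method named in the paper, with Benjamini-Hochberg adjustment, an FDR of at most 0.001 and a fold of at least 2 in FPKM. Log2 ratios of named unigenes are ratios of FPKM, with exact 95% intervals from the counts. The unigenes named in the text were chosen by a rule in 3 parts, apart from Unigene71377_All, Unigene69830_All and CL4009.Contig1_All, which have an oomycete match. Those under the rule are the unigenes that the paper names in sections 3.5 and 3.7, in Table 6 and as readable nodes of Fig. 7, then the unigenes whose annotation gives the name of 1 of the 9 genes of Fig. 8, and then the 3 largest rises and falls of each comparison among DEGs with an FPKM of at least 10 in the higher and at least 10 counts in the lower library. The values of Table 6 had been seen when the rule was written.

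Lists of unigenes were made from keywords in the Swissprot annotation, 16 in all, covering chlorophyll a-b binding proteins, the Rubisco small chain, chaperonins, photosystem subunits, catalase, ascorbate peroxidase, superoxide dismutase, heat shock proteins, LEA proteins and dehydrins, aquaporins, ribosomal proteins, MYB, NAC, WRKY, AP2/ERF and bHLH. For each list the median log2 ratio of FPKM with a pseudocount of 1 was placed among 10000 random lists of the same size, matched in 20 bins of expression, over members with an FPKM of at least 1 in a library. The random lists were not matched on clusters, whose contigs can share reads, so their range can be too narrow. A list of defence genes (chitinases, pathogenesis-related proteins, thaumatins and glucan endo-1,3-beta-glucosidases) was added after the counts had been seen. Unigenes whose best Nr match names an oomycete of 1 of 5 genera were summed per library.

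Alternatives were the TMM, median-of-ratios and TPM scales, a pseudocount of 1, another value in place of 0, filters on FPKM, counts and length, a fold threshold of 4, the unadjusted p-value, contigs of a cluster summed, and edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4. The test was checked on simulated data, in which 200 unigenes were changed 4-fold. With counting error alone it recovered 99.5% of them in salt-24h vs. CK, 99.5% in salt-48h vs. CK and 100% in salt-48h vs. salt-24h, with 0 other calls. With a coefficient of variation of 0.4 between libraries it recovered 88.0%, 86.0% and 86.5%, and it also called 9836, 9816 and 10052 unchanged unigenes, out of 119515, 117700 and 113029 tested. Recovery at lower counts was not checked.

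The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, the last for the median-of-ratios factors. The supplementary tables and Figs. S1 and S2 were not used here, and the sub-categories of GO and the KEGG pathways of section 3.6, the coding sequences, SSRs and SNPs, and the qPCR measurements were not analysed here.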

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

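The tests on the share of unigenes with an oomycete match, on depth, on the defence list and on the median of all unigenes were chosen after the values had been seen, whereas the tests on housekeeping unigenes and on TMM and median-of-ratios scaling were not.

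Of the named unigenes, 3 were below CK in salt-24h and above CK in salt-48h, each past the read test's FDR in both comparisons. For APX2 (CL16806.Contig2_All) the log2 ratios against CK were -0.43 and 1.00, and the direct ratio of salt-48h vs. salt-24h was 1.44. For CAB1 (CL1733.Contig11_All) they were -0.72 and 0.81, with a direct ratio of 1.53, and for the chaperonin 60 subunit beta CL7099.Contig1_All -0.38 and 0.76, with a direct ratio of 1.14. All 3 kept opposite directions under both TMM and median-of-ratios scaling, but this decides nothing, since these moved the ratios away from 0 in both comparisons, by -0.12 and -0.06 in salt-24h vs. CK and by 0.05 and 0.06 in salt-48h vs. CK. A factor common to all unigenes of a library is removed by the scaling to library totals, so these values cannot test it. A shift that this scaling left in most unigenes would show in the median over unigenes with at least 10 counts in both libraries. The median was 0.0336 in salt-24h vs. CK and -0.06 in salt-48h vs. CK. A reversal needs a shift of at least 0.38 or 0.76, and a shift of that size was not seen. This takes most unigenes as unchanged, and a change in the amount of RNA per cell was not tested. Splitting of reads between contigs bears on CAB1, whose ratio of 0.81 against CK at 48 h is not seen in the FPKM sum of its cluster of 23 contigs. The ratio of the sums was -0.01 by library totals and 0.03 under TMM. Variation between plants and the hour of sampling stay open, since there is 1 library per condition and the hour of CK is not given in the sources used here. Time in salt, the biological explanation that the design names, stays open as well and was not tested by these values.

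Unigenes whose best Nr match is an oomycete protein, which the paper does not discuss, held 13062 counts in salt-24h, against 4702 in CK and 2981 in salt-48h. There were 344 such unigenes. Of the 115 with at least 20 counts, 52 (45.2%) were more than 2 times higher in salt-24h than in both other libraries, against 6.93% of all unigenes with at least 20 counts. The most salt-24h counts lay on Unigene11383_All, annotated as a 50S ribosomal protein L23 of Phytophthora nicotianae, with 0 counts in CK, 4297 in salt-24h and 16 in salt-48h. Unigene71377_All, a glycosyl hydrolase family 10 protein, had 2, 1167 and 3, and Unigene69830_All, an exoglucanase, had 0, 377 and 1. These 2 and Unigene11383_All were singled out after their values had been seen. Not all went this way. The share more than 2 times higher in CK than in both salt libraries was also above that of all unigenes, with 25.2% against 11.5%, and CL4009.Contig1_All had 1923 counts in CK, 358 in salt-24h and 179 in salt-48h.

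A deeper salt-24h library is argued against, since its total was 0.997 times that of CK. RNA of another organism in the salt-24h library is a candidate explanation that stays open. The share of 45.2% restates the pattern and lends it no support, and the test set on housekeeping annotations did not settle it. Of 13 such unigenes with at least 20 counts, 3 (23.1%) were more than 2 times higher in salt-24h, between the limits set for either answer, and most of the counts of the housekeeping group are those of Unigene11383_All. A response of the plants to another organism was looked for in the defence list, whose median in salt-24h vs. CK was predicted to lie above random lists. It lay at percentile 15.1 with a median of 0.01, so the predicted rise was not seen, and by the prediction as written that value counts against such a response. Of its 211 unigenes 30 were called higher and 39 lower, so the members went both ways, and a median near 0 over such members leaves the question open. A best match names the nearest sequence in a database, not the source of the RNA, and a plant gene with a wrong match cannot be told apart from an oomycete gene on the housekeeping value of 23.1%. Only 80 of the upregulated DEGs of salt-24h vs. CK (0.622%) had such a match, so the number of DEGs hardly depends on them.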

How the results depend on the processing

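The alternatives given here were all listed before the data were examined, apart from the simulated libraries. The cause was not tested for any change below, except where the setting itself tests fewer unigenes or asks for a larger difference. No paired analysis was possible because each condition has 1 library. An FPKM of 0.01 in place of 0 changed no count of DEGs.

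Higher and lower DEGs of salt-24h vs. CK were 12858 and 8251. They fell to 5015 and 3752 with at least 10 counts in both libraries, which tests 49385 unigenes, to 7331 and 4544 with an assumed coefficient of variation of 0.2, to 2269 and 1421 with 0.4, and to 6893 and 4641 with the contigs of each cluster summed. Those of salt-48h vs. CK, 14120 and 12313, became 6476 and 6991 with at least 10 counts in both, where lower calls outnumber higher ones, 7831 and 6152 with a coefficient of 0.2, 1970 and 1466 with 0.4, and 7263 and 6787 with clusters summed, and the lower ones fell to 7643 at a fold threshold of 4. Those of salt-48h vs. salt-24h, 4887 and 6541, became 2340 and 2797 at a fold threshold of 4, 1628 and 1677 with a coefficient of 0.2, 144 and 156 with 0.4, and 2468 and 3476 with clusters summed. TMM and median-of-ratios scaling kept each number within 1.5 times, but gave more higher than lower calls between the salt libraries.

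Unigenes detected with an expected count of at least 10 were 58704 in CK, 64088 in salt-24h and 61465 in salt-48h, and with clusters summed 64879, 68850 and 66435. Of the named unigenes, 25 were called higher in salt-48h than in salt-24h. The number was 7 with a coefficient of 0.2 and 0 with 0.4, and between 22 and 28 under the other alternatives run. With clusters summed, a unigene was counted where its cluster was called. Every named unigene with a value kept its direction between the salt libraries under these alternatives, but only summed clusters could have reversed one. An assumed coefficient of variation cannot change a ratio, and a pseudocount cannot change its sign. TMM and median-of-ratios scaling moved all log2 ratios up, and TPM moved them by -0.04, whereas the smallest was 0.30 (NAC021).

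At a fold threshold of 4, DEGs with GO annotation numbered 3832, 5306 and 2083 in salt-24h vs. CK, salt-48h vs. CK and salt-48h vs. salt-24h, those with KEGG annotation 5687, 7065 and 2432, and those called at 48 h and not at 24 h 6869.

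The medians of the lists moved by more than their bootstrap half-width in 28 cases. Under TMM in salt-24h vs. CK they became 0.42 for the Rubisco small chain and 0.15 for ribosomal proteins, and in salt-48h vs. salt-24h 0.29 for photosystem subunits, 0.33 for ribosomal proteins and 0.0537 for NAC, which had been below 0. With a pseudocount of 0.1 in salt-48h vs. CK they became 0.96 for ascorbate peroxidase, 1.76 for heat shock proteins and 4.41 for LEA proteins, and 2.63 for LEA proteins in salt-48h vs. salt-24h. With members of an FPKM of at least 10 in salt-24h vs. CK they became 0.0919 for ribosomal proteins, 0.31 for MYB, 0.65 for NAC and 0.41 for bHLH. In salt-48h vs. CK they became 0.39 for aquaporins, 0.26 for ribosomal proteins, 0.71 for NAC, -1.43 for WRKY and -1.24 for bHLH. In salt-48h vs. salt-24h they became 0.36 for chlorophyll a-b binding proteins, 0.77 for ascorbate peroxidase, 0.48 for aquaporins, -0.75 for WRKY and -2.06 for bHLH. With Nr in place of Swissprot annotation they became 0.41 for superoxide dismutase and 0.0562 for LEA proteins in salt-24h vs. CK, 0.39 for aquaporins in salt-48h vs. CK, and 0.42 for ascorbate peroxidase and -0.27 for NAC in salt-48h vs. salt-24h. Catalase had too few members for the FPKM minimum of 10, and the Rubisco small chain too few by Nr annotation. The chaperonin list stayed at percentile 100 in both comparisons with salt-48h under every alternative run.

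Depth limits the calls at low counts, since a count of 0 lies behind 36.6% of the DEGs of salt-24h vs. CK and 10.2% of those of salt-48h vs. salt-24h. The spread between plants was not measured. In simulated libraries with a coefficient of variation of 0.4 and no change beyond 200 unigenes, the read test called 10052 unchanged unigenes for salt-48h vs. salt-24h, beside 11428 calls in the data.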

Differences from the paper's values

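The paper gives 50987376, 51527965 and 50782868 mapped reads for CK, salt-24h and salt-48h, whereas the expected counts sum to 16365231, 16311426 and 16291539. The paper counts reads and the files estimated fragments, so the values are not in the same unit, and no alternative set before the data were examined bears on them.

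The paper reports 2 sequencing replicates and gives some of its values as means, and here each condition is 1 library, so the samples compared below need not be the same. Of the 12 log2 fold changes of Table 6, labelled salt-48h over salt-24h, 8 were further from the value here than 0.5 times the width of its 95% counting interval. For NAC67 (Unigene16967_All) the paper's value is 2.362 and the value here 0.81, with 2.16 for salt-48h vs. CK. For NAC021 (CL19340.Contig2_All) the paper's value is 1.048 and the value here 0.30, with 1.33 for salt-48h vs. CK. For WRKY46 (CL12389.Contig1_All) the paper's 2.228 stands beside 1.46, with 2.11 for salt-48h vs. CK. For ERF1 (CL914.Contig6_All) the paper's 8.247 stands beside 1.16, with 8.25 for salt-48h vs. CK if the 0 in CK is written as an FPKM of 0.01. For CAT1 (CL342.Contig3_All) the paper's 1.1 stands beside 0.35, for APX2 (CL16806.Contig2_All) the paper's 1.7 beside 1.44, and for CAB1 (CL1733.Contig11_All) the paper's 1.3 beside 1.53. For these 7, TMM, TPM, median-of-ratios scaling, a pseudocount of 1 and summed clusters left the value further away than that. All of these alternatives were set before the data were examined. Summed clusters could not change NAC67, which is a singleton, and an assumed coefficient of variation changes no log2 ratio, so neither is a check there. For VAR3 (Unigene12326_All) the paper's value is 2.3 and the value here 2.54. A pseudocount of 1 brought it within that distance, while TMM, TPM and median-of-ratios scaling did not. VAR3 is a singleton, so summed clusters could not change its value.

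The paper lists NAC67, NAC021 and CAT1 as upregulated in salt-48h vs. salt-24h, and here they were higher by less than 2-fold and not called under any alternative run, while 9 of the 12 unigenes of Table 6 were called higher. Of the 8 unigenes of section 3.7 with values, 3 were called higher and 8 had a ratio above 0. The paper names CL7713.Contig1_All, CL7099.Contig2_All, CL7099.Contig3_All, CL17027.Contig2_All and CL8218.Contig2_All as upregulated, and they were not called here. CL7099.Contig3_All was called under TMM (1.09) and median-of-ratios scaling (1.04), and CL17027.Contig2_All under TMM (1.04). With contigs summed, the clusters CL7713 (1.03), CL7099 (1.13) and CL17027 (1.01) were called, which are calls of whole clusters and not of these contigs. The CL7099 sum also holds CL7099.Contig1_All, which was called by itself.

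The paper finds more upregulated than downregulated unigenes in salt-48h vs. salt-24h, and here 4887 were higher and 6541 lower, from 1 library each, whereas the paper reports 2 sequencing replicates, so the samples compared need not be the same. TMM (6089 and 4968) and median-of-ratios scaling (5732 and 5385) gave the paper's order, and the other alternatives run did not.

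For the qPCR genes the paper states a rise that is larger at 48 h than at 24 h for 6 genes, and of the 4 with a match, APX1 and ATK5 had their highest FPKM sum at 48 h, though between the salt libraries 0 unigenes of either were called higher and 1 of APX1 was called lower, while EXPA4 (13.7 at 24 h and 7.51 at 48 h) and ACS (35.5 and 27.7) had theirs at 24 h. The paper states a fall for ACC2, whose sum rose from 32.5 in CK to 38.5 at 48 h, and for MPK12 and PSY, whose sums were lower at 48 h than in CK, though 3 PSY unigenes were called higher and 1 lower, and the PSY sum was above CK at 24 h. These sums stand for all unigenes of a name, which is a wider group than a qPCR amplicon.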

Other observations

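The tests on alleles in CK, on split reads as the whole cause and on the columns of Table 6 were chosen after the results had been seen, whereas the test on reads shared between contigs was set before, apart from the choice to hold all 3 comparisons to its limit.

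Contigs of the same cluster were often called in opposite directions. Among clusters with at least 2 called contigs of 40 counts or more, 34.3% (793 of 2315) held both a higher and a lower one in salt-24h vs. CK, 22.6% (777 of 3437) in salt-48h vs. CK and 7.76% (133 of 1713) in salt-48h vs. salt-24h. Splitting of shared reads between near-identical contigs was tested by keeping contigs whose counts were whole numbers, to within 0.005, in all 3 libraries. The share then fell to 17.3% (exact 95% interval 12.1 to 23.5), 11.0% (7.94 to 14.8) and 1.70% (0.353 to 4.90). These are drops of 1.98, 2.05 and 4.55 times, of which 1 is just short of more than 2 times. That limit was set beforehand without naming a comparison, and holding all 3 to it was decided after the values had been seen. Split reads stay open as a part of the pattern. As the whole cause of the higher share in the comparisons with CK they are argued against, because among whole-number contigs the share in salt-24h vs. CK was still 10.1 times that in salt-48h vs. salt-24h. CK plants that carried other alleles or homoeologs than the salt-treated plants could give such a pattern, and over all contigs the share in salt-24h vs. CK was 4.41 times that between the salt libraries. A true response of contigs to salt would raise the same shares, so the 2 cannot be told apart with these libraries. Whether contigs with whole-number counts differ from others in more than sharing was not tested.

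The log2 fold changes of Table 6 carry 3 decimals for the 5 transcription regulators (NAC021, ERF1, WRKY20, WRKY46 and NAC67) and 1 decimal for the other 7 genes. A candidate explanation for the distance of the 5 from the values here is that they are ratios of salt-48h vs. CK. Their mean distance from that ratio was 0.13 on the log2 scale, with 0 written as an FPKM of 0.01, against 2.05 from salt-48h vs. salt-24h, and 5 of 5 were nearer to it. The value of WRKY20 lies inside the counting intervals of both ratios and so cannot tell them apart, which leaves 4. Without ERF1, the mean distances were 0.16 and 0.79. The match is not exact, with NAC021 at 0.28 from the paper's value of 1.048. Its ratio in salt-24h vs. CK, 1.03, is nearer to that value. The salt-24h vs. CK ratios of WRKY20 (0.05), WRKY46 (0.65) and NAC67 (1.35) are further from the paper's values than those of salt-48h. For the other 7 genes taken as a set the same explanation is argued against, with a mean distance of 1.02 from salt-48h vs. CK and 0.27 from salt-48h vs. salt-24h. Most of the 1.02 comes from WHAB1.6, at a distance of 4.56, and without it the means are 0.44 and 0.26. Of the 7, 2 (GAPC and CAT1) were nearer to salt-48h vs. CK. The paper's value for GAPC lies inside the counting intervals of both ratios, as does that for PFK6, so it stays open for these, and that for CAT1 lies outside both.

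The names the paper gives differ in part from the deposited annotation. CL914.Contig6_All, named ERF1, has the Swissprot gene name ERF1-2 of a peptide chain release factor subunit, Unigene27613_All, named PFK6, is given as PFK2, and the matches of WRKY20 (E value 8e-14) and WRKY46 (5e-16) are weaker than those of the other named transcription factors. No biological explanation was tested for these.

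Lists that the paper does not discuss also stood apart. LEA proteins and dehydrins (45 unigenes) had an FPKM sum of 517.1 in CK, 911.6 in salt-24h and 2591 in salt-48h, and their median log2 ratio was 0.56 at 24 h and 3.07 at 48 h against CK and 2.16 between the salt libraries, with 31 called higher and 0 lower in the last. At 24 h the list was inside the middle 95% of random lists with Nr annotation (percentile 57.3) and with no filter on FPKM (94.9), and it was outside in the other comparisons under each alternative run. Heat shock proteins (126 unigenes) had medians of 0.10 (0 under TMM), 1.08 and 0.73, with 36 called higher and 8 lower between the salt libraries. Ribosomal proteins of the 40S and 60S subunits (734 unigenes) had medians of 0.26, 0.47 and 0.18, at percentile 100 in each comparison, but as many as 86 were called lower between the salt libraries and 76 higher. Aquaporins had medians of 0.07 (-0.04 under TMM), 0.04 and 0.10, the last at percentile 97.6, or 94.3 under TMM, with 11 called higher and 19 lower, and superoxide dismutases of -0.04, 0.19 and 0.00 (-0.03 under TPM), inside the random lists except in salt-24h vs. CK with Nr annotation (percentile 98.1). The defence list fell, with a median of -0.37 in salt-48h vs. CK and -0.32 between the salt libraries, both at percentile 0, and the list had an FPKM sum of 3982 in CK, 3592 in salt-24h and 2588 in salt-48h. Within it, CL11230.Contig2_All, PR1 by Swissprot and pathogen-related protein 10-3 by Nr, was nevertheless the largest rise against CK at both times. That rank is among DEGs with an FPKM of at least 10 in the higher and at least 10 counts in the lower library. Of the 16 lists set beforehand, 5 lay above and 3 below the middle 95% of random lists in salt-24h vs. CK, 7 and 3 in salt-48h vs. CK and 6 and 3 in salt-48h vs. salt-24h. Under the alternatives the numbers above ranged from 4 to 5, 6 to 8 and 4 to 7, and in salt-48h vs. salt-24h 4 were above both under TMM and with no filter on FPKM.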
